# ARID1A governs the silencing of sex-linked transcription during male meiosis in the mouse

**DOI:** 10.7554/eLife.88024

**Published:** 2024-11-26

**Authors:** Debashish U Menon, Prabuddha Chakraborty, Noel Murcia, Terry Magnuson

**Keywords:** meiotic sex chromosome, gene regulation, Mouse, spermatogenesis, chromatin remodelers, ARID1A, sex-linked DNA repair, Mouse

## Abstract

We present evidence implicating the BAF (BRG1/BRM Associated Factor) chromatin remodeler in meiotic sex chromosome inactivation (MSCI). By immunofluorescence (IF), the putative BAF DNA binding subunit, ARID1A (AT-rich Interaction Domain 1 a), appeared enriched on the male sex chromosomes during diplonema of meiosis I. Germ cells showing a Cre-induced loss of ARID1A arrested in pachynema and failed to repress sex-linked genes, indicating a defective MSCI. Mutant sex chromosomes displayed an abnormal presence of elongating RNA polymerase II coupled with an overall increase in chromatin accessibility detectable by ATAC-seq. We identified a role for ARID1A in promoting the preferential enrichment of the histone variant, H3.3, on the sex chromosomes, a known hallmark of MSCI. Without ARID1A, the sex chromosomes appeared depleted of H3.3 at levels resembling autosomes. Higher resolution analyses by CUT&RUN revealed shifts in sex-linked H3.3 associations from discrete intergenic sites and broader gene-body domains to promoters in response to the loss of ARID1A. Several sex-linked sites displayed ectopic H3.3 occupancy that did not co-localize with DMC1 (DNA meiotic recombinase 1). This observation suggests a requirement for ARID1A in DMC1 localization to the asynapsed sex chromatids. We conclude that ARID1A-directed H3.3 localization influences meiotic sex chromosome gene regulation and DNA repair.

## Introduction

Meiosis is central to the formation of haploid gametes from diploid progenitors. During meiosis, homologous chromosomes pair, exchange genetic material, align at the metaphase plate, and then segregate during the first meiotic cell division. Unlike autosomal homologs, the X and Y chromosomes share limited homology. Unique mechanisms have evolved to ensure these chromosomes become sequestered and processed in a parallel but distinct process from autosomes.

XY chromosomes pair along the pseudo-autosomal region (PAR), leaving extensive regions of the X and Y unpaired. These regions become enriched for DNA damage response (DDR) factors, including ATR (ataxia telangiectasia and Rad3 related), TOPBP1 (DNA topoisomerase II-binding protein 1), and MDC1 (mediator of DNA damage checkpoint 1), which amplifies γH2A.X across XY chromatin (Alavattam et al., 2021; ElInati et al., 2017; Fernandez-Capetillo et al., 2003; Ichijima et al., 2011; Royo et al., 2013; Turner et al., 2005). XY chromatin acquires further distinguishing features when the variant histone H3.3 replaces the canonical histones H3.1/3.2, and H3K9me3 (histone lysine9 trimethylation) becomes elevated on XY chromatin relative to autosomes (Hirota et al., 2018; van der Heijden et al., 2007; Yuen et al., 2014). As the XY chromosomes become epigenetically distinct from autosomes, they also become physically separated into a unique nuclear sub-compartment known as the XY body (Handel, 2004). Transcriptional silencing of unpaired chromatin occurs during this phase of meiosis I, known as meiotic silencing of unpaired chromatin (MSUC; Turner, 2007). MSUC of autosomal chromatin, such as in response to an abnormal karyotype, causes pachynema arrest and cell death (Baarends et al., 2005; Schimenti, 2005; Turner et al., 2005). However, silencing unpaired XY chromatin results in a different outcome known as meiotic sex chromosome inactivation (MSCI). Sex chromosomes are required to undergo MSCI and become transcriptionally inactivated. Failure to achieve MSCI triggers arrest and cell death (Ichijima et al., 2011).

Chromatin factors that influence MSCI include the H3K9 methyltransferase, SETDB1 (SET domain, bifurcated 1), PRC1 associated SCML2 (Sex comb on midleg-like protein 2), and testis-specific reader of histone acetylation, BRDT (bromodomain testis-specific protein; Hasegawa et al., 2015; Hirota et al., 2018; Manterola et al., 2018). Previous studies demonstrated a critical requirement for SWI/SNF-directed transcriptional regulation during meiosis (Kim et al., 2012; Menon et al., 2019; Wang et al., 2012). The germ-cell-specific depletion of the SWI/SNF catalytic subunit, BRG1 (Brahma-related gene-1), resulted in an early pachytene arrest (Kim et al., 2012). BRG1 is associated with the XY body (Wang et al., 2012), but its requirement for MSCI is unknown. This lack of evidence for MSCI is also true for the PBAF (POLYBROMO1- BRG1/BRM associated factor) remodeler within the SWI/SNF family, which we have shown is required for meiotic cell division (Menon et al., 2021). Whether these data suggest a role for PBAF in MSCI remains an open question, given that BRG1 associates with both SWI/SNF remodelers, PBAF and BAF.

Here, we find that ARID1A (AT-rich interaction domain 1 a), a BAF-specific putative DNA binding subunit, is required for the transcriptional silencing of the sex chromosomes during pachynema, thereby ensuring meiotic progression through prophase-I. Mechanistically, ARID1A is necessary to establish MSCI hallmarks, such as the eviction of elongating RNA polymerase-II (phosphorylated on Serine2 of carboxy-terminal domain; pSer2-RNAPII), limited sex-linked chromatin accessibility, and hyper-accumulation of histone H3.3 on the sex body. Additionally, ARID1A is required for the targeted localization of DMC1 to the unpaired sex chromatids, implicating BAF-A-governed sex-linked chromatin dynamics in DNA repair.

## Results

### Meiotic progression requires ARID1A

Meiotic progression in male mice depends on SWI/SNF-regulated gene expression (Menon et al., 2019; Menon et al., 2021). These studies raise the prospect of distinct SWI/SNF subcomplexes governing stage-specific meiotic transcription (Menon et al., 2021). To understand the meiotic functions of the biochemically distinct SWI/SNF BAF subcomplex, we examined the spermatogenic expression profiles of the BAF subunits *Arid1a* and *Arid1b* using single-cell RNA-seq data generated from testes (Ernst et al., 2019). *Arid1a* mRNA expression occurred at various spermatogenic stages with notable expression at pachynema of meiotic prophase I (Figure 1—figure supplement 1A–C).

*Arid1b* mRNA went undetectable until late in spermiogenesis (Figure 1—figure supplement 1D–E). Consistent with its mRNA expression profile, pachytene spermatocytes featured abundant ARID1A protein, which was uniformly spread among autosomes and sex chromosomes (Figure 1). Late in diplonema, ARID1A appeared preferentially enriched on the sex chromosomes as compared to autosomes (Figure 1). These data implicate ARID1A in MSCI, a process essential for meiotic progression in males.

**Figure 1.**
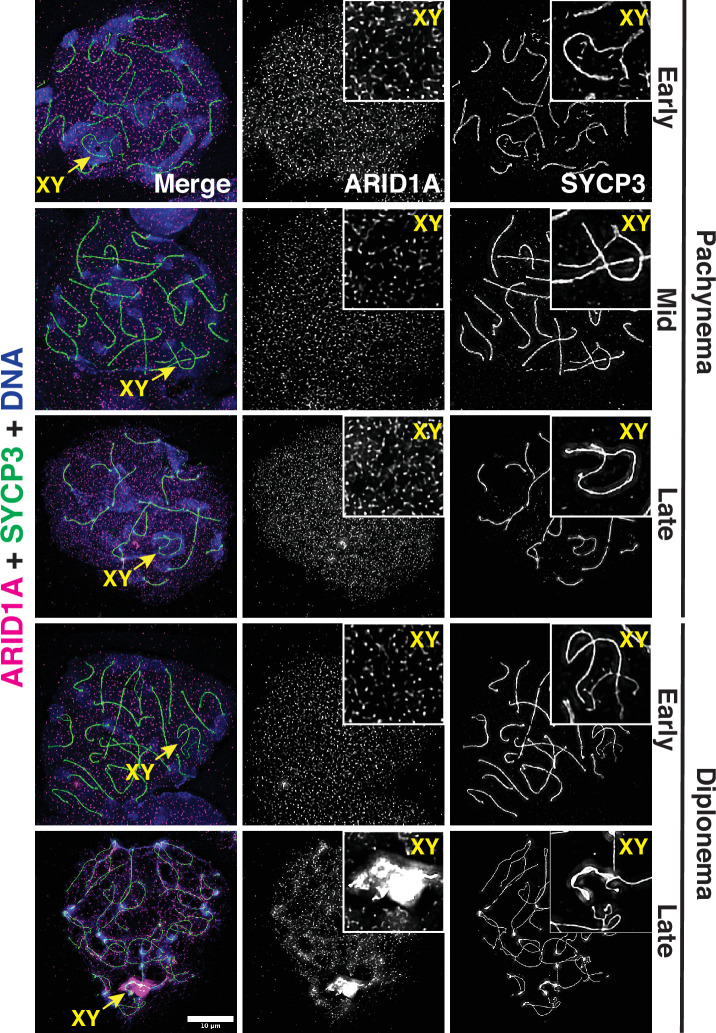
ARID1A associates with the sex body late in meiotic prophase-I. Representative wild-type pachytene and diplotene spermatocyte spreads immunolabelled for ARID1A (magenta) and SYCP3 (green) and then counterstained for DNA (blue). Panel insets denote a magnified view of the nuclear area surrounding the sex chromosomes. Scale bar:10 μm, magnification: ×100.

**Figure 1—figure supplement 1.**
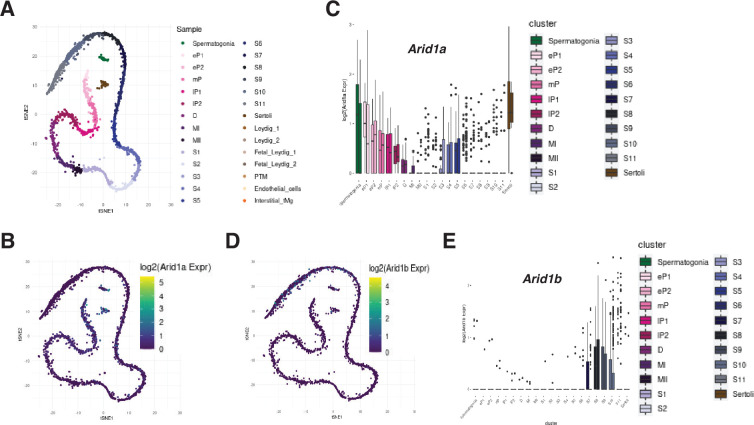
ARID1A transcripts detected in pachytene spermatocytes. scRNA-seq profiles of *Arid1a* and *Arid1b* in adult testes from B6 mice (Ernst et al., 2019). (**A**) tSNE plot describing the clustering of various spermatogenic stages. LOG2 normalized expression counts of (**B,C**) *Arid1a* and (**D,E**) *Arid1b* represented by tSNE plots and bar plots. (**B,D**) tSNE plots illustrating the first (tSNE1, x-axis) and second dimensions (tSNE2, y-axis). (**C,E**) Bar plots describe the gene’s mRNA abundance (y-axis) across identified germ cell clusters (x-axis). (**A**) eP: early pachynema, mP: mid pachynema, lP: late pachynema, MI: Metaphase-I, MII: Metaphase-II, S1-S11: Spermatid stages. Plots generated with shiny app. (https://marionilab.cruk.cam.ac.uk/SpermatoShiny).

To determine whether meiotic spermatocytes require ARID1A, we generated a germ cell-specific knock-out of *Arid1a* using the *Stra8-Cre* transgene (Stra8-C Tg/0) expressed in spermatogonia (Sadate-Ngatchou et al., 2008). *Stra8-Cre* was chosen among the available germ-cell-specific Cre lines to circumvent *Arid1a* haploinsufficiency during embryonic development. *Stra8-Cre* remains inactive during embryonic development when transmitted through females (Sadate-Ngatchou et al., 2008). The number of undifferentiated spermatogonia that stained positive for Promyelocytic leukemia zinc finger (PLZF^+^, also known as Zinc finger and BTB domain containing 16: ZBTB16) remained unchanged in *Arid1a* cKO testes (Figure 2—source data 1). The proportions of undifferentiated spermatogonia (PLZF+) with detectable (ARID1A+) and non-detectable (ARID1A-) levels of ARID1A protein determined by immunostaining on testes cryosections obtained from 1 month old *Arid1a*^fl/fl^ (control) and *Arid1a* cKO (CKO) males was 74% ARID1A^-^ (CKO, n=179) and 26% ARID1A^+^ (CKO, n=65) as compared to 95% ARID1A^+^ (n=88) and 5% ARID1A^-^ (n=5) in controls. Western blot analysis also showed a significant reduction in ARID1A protein in mutant pachytene spermatocytes (Figure 2—figure supplement 1). Therefore, the *Arid1a* conditional knockouts generated with a *Stra8-Cre* did not appear to impact earlier stages of spermatogenesis. Potential defects early in spermatogenesis might occur with an earlier-acting germline Cre transgene. In this case, an inducible Cre transgene would be needed, given the haploinsufficiency associated with *Arid1a*.

Contrary to our expectations, meiosis appeared unperturbed, as evidenced by seminiferous tubules featuring round and elongated spermatids in *Arid1a* cKO testes (Figure 2—figure supplement 2A). Furthermore, *Arid1a* cKO epididymis featured mature spermatozoa, suggesting that *Arid1a* cKO testes are capable of normal spermatogenesis (Figure 2—figure supplement 2B). Although these data indicate that ARID1A is dispensable for spermatogenesis, we wanted to confirm that these results were not a technical artifact arising from inefficient *Stra8-Cre* mediated excision of the *Arid1a*^fl/fl^ alleles.

To address this question, we examined *Arid1a* transcripts isolated from *Arid1a* WT and *Arid1a* cKO Sta-Put purified populations of pachytene spermatocytes and round spermatids using RT-PCR (Figure 2—figure supplement 3A). For cDNA synthesis, we used primers that amplify a 612 bp region spanning the *Arid1a* floxed exons 5 and 6. Assuming 100% CRE efficiency, we would expect to observe a 281 bp cDNA product associated with mRNA isolated from *Arid1a* cKO spermatogenic cells. Instead, we observed cDNAs representative of the floxed (fl) allele and, to a greater extent, the excised (Δ) allele from mRNA isolated from *Arid1a* cKO pachytene spermatocytes. These results indicated inefficient CRE activity (Figure 2—figure supplement 3A). More importantly, the data suggest that a fraction of pachytene spermatocytes in *Arid1a* cKO testes fail to undergo CRE-mediated excision, resulting in escapers. An examination of ARID1A levels in testes cryosections and meiotic spreads by immunofluorescence (IF) revealed a heterogenous population of pachytene spermatocytes consisting of mutants lacking and escapers expressing ARID1A (Figure 2—figure supplement 3B and C). On average, 70% of pachytene spermatocytes were observed lacking detectable levels of ARID1A signal by IF.

Furthermore, examining the meiotic profile associated with *Arid1a* cKO revealed an accumulation of mutant spermatocytes (ARID1A^-^), some at leptonema and zygonema and a majority at mid-pachynema relative to *Arid1a* WT spermatocyte spreads (Table 1). Some diplotene spermatocytes displaying a moderate reduction in ARID1A levels occurred in *Arid1a* cKO relative to *Arid1a* WT meiotic spreads and represent escapers due to inefficient *Stra8-Cre* activity (Table 1- bottom two lines with asterisks, also Figure 2—figure supplement 3B and C). However, diplotene and metaphase-I spermatocytes lacking ARID1A protein by IF were undetectable in the *Arid1a* cKO testes (Figure 2—figure supplement 3B). These results indicate that those spermatocytes lacking ARID1A arrest at the mid-pachytene stage. The spermatocytes that escape Cre activity progress to subsequent meiotic stages, giving rise to genotypically normal gametes. All round spermatids isolated from *Arid1a* cKO testes appeared only to express the normal transcript associated with the floxed allele (Figure 2—figure supplement 3A). Furthermore, our evaluation of the first round of spermatid development based on DNA content (1 C, 2 C, and 4 C), revealed a significantly reduced abundance of round spermatids (1 C) in mutant testes compared to wild-type testes. This finding, obtained through flow cytometry, supports the observed meiotic block at the pachytene stage (Figure 2—figure supplement 4A–B). Therefore, the perceived lack of a phenotype is an artifact of inefficient *Stra8-Cre* activity. But more importantly, the data indicate that ARID1A is essential for progression beyond pachynema.

**Table 1.** Meiotic profile of P23 the wild type floxed and the conditional mutant allele. The loss of ARID1A results in a pachytene arrest. Table outlining the distribution of P23 *Arid1a* WT and *Arid1a* cKO meiotic prophase-I profiles. SYCP3 staining determined meiotic staging. Co-staining of ARID1A identified mutant spermatocytes from escapers. The total number of spermatocytes scored included 166 for *Arida^fl/fl^* and 124 for *Arid1a* cKO. *denotes *Arid1a* cKO diplotene spermatocytes with partially reduced but not complete loss of ARID1A signal relative to controls.

Meiotic profile (P23)	*Arid1a*^fl/fl^ (n=166)	*Arid1a* cKO (n=124)
Pre-Lep/Leptonema	3.6%	13.7%
Zygonema	-	15.3%
Early Pachynema	13.8%	12.9%
Mid Pachynema	22.8%	40.3%
Late Pachynema	7.2%	7.2%
Early Diplonema	28.5%	4.8%*
Late Diplonema	14.5%	5.6%*

### ARID1A regulates the transcriptional silencing of the sex chromosomes at pachynema

The meiotic requirement of ARID1A and, more importantly, its association with the sex chromosomes at diplonema prompted us to examine its role in MSCI. We hypothesized that ARID1A might play a role in the transcriptional silencing of the sex-linked genes during meiosis. To address this question, we performed RNA-seq on Sta-Put purified populations of pachytene spermatocytes to profile changes in transcript abundance upon ARID1A deficiency. 

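RNA was sequenced as 4 *Arid1a* WT and 4 *Arid1a* cKO libraries of pachytene spermatocytes. Sta-Put purification separates dissociated testis cells by how fast they sediment at unit gravity, and the methods describe purification from testes of at least 12 adult males older than 60 days. The *Arid1a* cKO males were *Arid1a* fl/fl and carried *Stra8-Cre*, which excises floxed *Arid1a* in the germ line. The paper reports that excision was inefficient and that some pachytene spermatocytes of these males still expressed ARID1A. Libraries of mRNA were read as 50 bp paired-end reads. The authors quantified transcripts with Salmon, summed them to genes with tximport on the mm10 annotation, and deposited estimated counts and TPM for 21058 genes. Estimated counts summed to between 18308688 and 22044507 per *Arid1a* WT library (median 20466691) and to between 15850961 and 21626772 per *Arid1a* cKO library (median 18831630). These counts were rounded to whole numbers, and the 17643 genes with at least 10 counts summed over the 8 libraries were compared between genotypes with edgeR's quasi-likelihood test after TMM normalization. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less. Estimated counts are not corrected for the length of the transcripts a gene uses in each library, and this choice and the normalization can move the numbers. The sample labels call the libraries biological replicates, and each was counted as a separate sample. Replicate libraries differed by more than counting noise alone, which does not show whether they came from separate purifications. The chi-square of gene counts per degree of freedom was 4.58 to 19.1 between pairs of *Arid1a* WT libraries and 1.74 to 3.59 between pairs of *Arid1a* cKO libraries.
*Arid1a* lies on chromosome 4 of GRCm38 from 133679008 to 133756769. Its transcript abundance was 113 ± 13.8 CPM (counts scaled to a common library size, SD, n = 4) in *Arid1a* WT and 79.7 ± 2.89 CPM (SD, n = 4) in *Arid1a* cKO pachytene spermatocytes. The log2 fold change was -0.51 (standard error 0.07, adjusted p = 2.31e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every *Arid1a* cKO library had less *Arid1a* RNA than every *Arid1a* WT library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). With each library left out in turn, the log2 fold change stayed between -0.55 and -0.44. The gene count does not separate transcripts of the floxed allele from those of the excised allele.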

Differential analysis of gene expression using DeSeq2 (Love et al., 2014) revealed an equal proportion of significantly (FDR <0.05) misexpressed genes displaying either elevated (up-regulated, n=5824) or reduced (down-regulated, n=5821) transcript abundance in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes (Figure 2A and Figure 2—source data 2). 

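Transcript abundance was higher in *Arid1a* cKO at 6435 genes and lower at 6613 genes, which together made up 74.0% of the genes tested. Of the called genes, 49.3% were higher, and 44.9% with library size in place of TMM. The scaling sets where no change lies, so this split depends on it. The median log2 fold change of all tested genes was -0.02 with TMM and -0.12 with library size only. The number of higher genes moved most with limma on log2(TPM + 1) in place of edgeR on the counts, to 5583. The common biological coefficient of variation between replicates was 0.0709. At 12152 genes (68.9% of those tested), the 4 values of one genotype all lay above the 4 values of the other, where chance gives 2.86%.
Among autosomal genes with an average log2 CPM of at least 1, the largest fall was that of *Pou5f2* on chromosome 13, from 126 ± 9.99 CPM (SD, n = 4) in *Arid1a* WT to 6.10 ± 0.509 CPM (SD, n = 4) in *Arid1a* cKO. Its log2 fold change was -4.37 (standard error 0.08, adjusted p = 4.01e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *AI467606* and *Fam13c* followed, with log2 fold changes of -4.25 and -4.17. *Gm10731*, annotated as a transcribed pseudogene on chromosome 3, had 0 counts in every *Arid1a* WT library and 69 to 139 counts in the *Arid1a* cKO libraries, and so was at least 42.3-fold higher when set against a floor of 3 counts. *Pcdha11* on chromosome 18 rose by 4.43 log2 units (standard error 0.33) and shares 45.5% of its 31-base words with other genes. *Gm5795* on chromosome 14 rose by 4.00 log2 units (standard error 0.30) and shares 94.1% of its 31-base words with other genes, so its count could have been split among copies.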

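The count table lists 932 genes of the X and Y chromosomes, of which 834 had enough counts to be tested, 799 on the X and 35 on the Y. Of the tested sex-linked genes, 664 (79.6%) were called, which was 71.2% of the sex-linked genes listed. The share of tested autosomal genes called was 73.7%. Among sex-linked genes annotated as protein-coding, 807 were tested and 79.3% were called. The share of tested sex-linked genes called moved most when at least 10 counts were required in every library, to 89.6%.

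**Figure D1:**
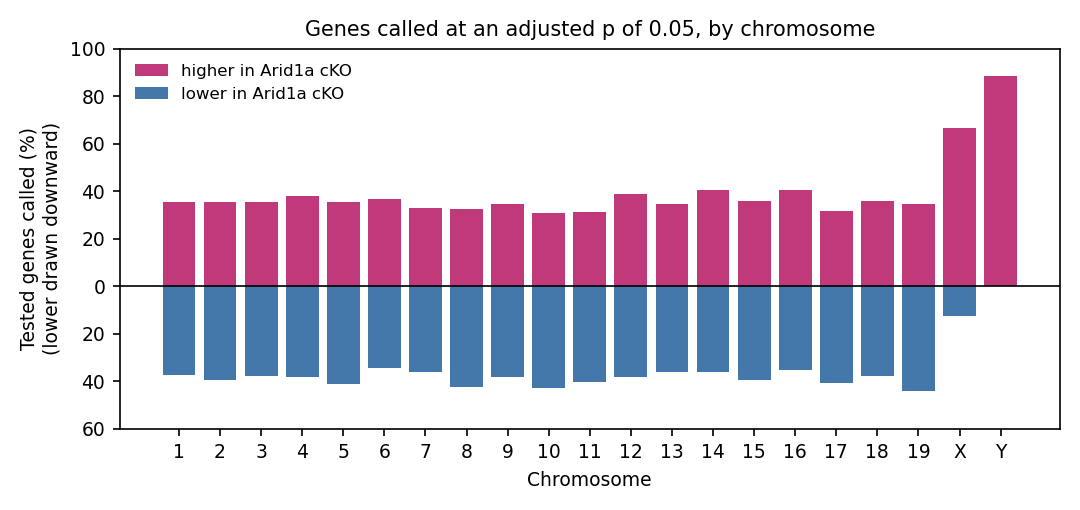
Percent of tested genes called higher (magenta, upward) or lower (blue, downward) in *Arid1a* cKO (n = 4) than in *Arid1a* WT (n = 4) pachytene spermatocytes, by chromosome (x-axis). On the autosomes, 30.9% to 40.7% of genes were higher and 34.3% to 44.2% were lower, against 66.6% higher and 12.6% lower on the X and 88.6% higher on the Y.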

Notably, we detected significant misexpression of 53% of all the sex-linked coding genes (593/1105) in response to an ARID1A deficiency. 

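Of the called sex-linked genes, 563 (84.8%) were higher and 101 (15.2%) were lower in *Arid1a* cKO, where 47.4% of called autosomal genes were higher. The X chromosome had 532 genes higher and all 101 of the lower genes. The Y chromosome had 31 genes higher and 0 lower, with 0 lower at an unadjusted p under 0.05. *Eif2s3y* (Y chromosome of GRCm38, 1010562 to 1049134) rose from 18.1 ± 0.92 CPM (SD, n = 4) to 91.3 ± 3.23 CPM (SD, n = 4), a log2 fold change of 2.33 (standard error 0.05, adjusted p = 6.90e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Usp9y* rose by 2.32 log2 units (standard error 0.07), *Uty* by 1.9 (standard error 0.11) and *Ddx3y* by 0.75 (standard error 0.10). In *Arid1a* WT, the highest *Uty* value and the lowest *Ddx3y* value each stood apart from the other 3 libraries. *Zfy1*, *Zfy2* and *Uba1y* rose by 2.76, 2.65 and 1.77 log2 units. They share 53.9%, 51% and 60.3% of their 31-base words with other genes, so their counts are uncertain. *Kdm5d* was not distinguishable between genotypes (log2 fold change 0.09, standard error 0.16, adjusted p = 0.615 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its sign flipped without TMM scaling (-0.01) and on the log2(TPM + 1) scale (-0.02).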

Amongst these, 86.4% displayed elevated expression (n=512), whereas only 13.6% displayed reduced (n=81) transcript abundance. This skew was even greater when only considering sex-linked genes misexpressed by a magnitude of 2 LOG-fold or higher. 

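The largest rises among sex-linked genes with an average log2 CPM of at least 1 were those of *Gm5128*, *Ssxb3*, *Gm14685* and *Gm14595* on the X chromosome and *Gm21943* on the Y chromosome. *Ssxb3* (X chromosome of GRCm38, 8583404 to 8591816) rose from 0.44 ± 0.15 CPM (SD, n = 4) to 6.39 ± 1.03 CPM (SD, n = 4), a log2 fold change of 3.84 (standard error 0.22, adjusted p = 5.93e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and shares 64.1% of its 31-base words with other genes. *Gm5128* and *Gm21943* rose by 4.57 and 3.38 log2 units and share 95.9% and 91.7% of their 31-base words with other genes. The *Arid1a* WT counts of *Gm5128* were 35, 0, 10 and 0. Its log2 fold change ranged from 4.14 to 6.30 with each library left out in turn. *Gm14685* rose by 3.83 log2 units and shares 98.9%. Its *Arid1a* WT counts all came from 1 library, and it was not called with DESeq2. *Gm14595* rose by 3.50 log2 units, and the sharing of its sequence was not measured. The largest falls were those of *Gpm6b* (log2 fold change -1.92, standard error 0.09), *Mcf2* (-1.82, standard error 0.21) and *Gm14569* (-1.65, standard error 0.07), all on the X chromosome.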

Here, 97% (297/306) of the misexpressed sex-linked genes displayed increased transcript abundance in response to an ARID1A deficiency. Therefore, ARID1A predominantly affects the repression of sex-linked genes during pachynema.

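Of the called sex-linked genes with a log2 fold change of at least 2 in either direction, 303 were higher and 7 were lower, so that 97.7% of these 310 genes were higher. On the autosomes 1253 such genes were higher and 512 were lower, and 71.0% were higher. Sex-linked genes made up 19.5% of the 1556 genes that were at least 2 log2 units higher on all chromosomes and 4.73% of the genes tested. On the log2(TPM + 1) scale, which understates the change of weakly expressed genes, the number of sex-linked genes at least 2 log2 units higher was 183. All 7 lower genes were on the X chromosome and had an average log2 CPM under 1. *Atp2b3*, the most abundant of them, had a log2 fold change of -2.30 (standard error 0.27, adjusted p = 2.32e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).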

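Among tested genes, 67.5% of sex-linked genes and 34.9% of autosomal genes were called higher in *Arid1a* cKO. The autosomes held more such genes in number, with 5871 against 563 on the sex chromosomes. Sex-linked genes were set against autosomal genes as a group with camera, a limma test that allows for the correlation between genes of a set. Over the 834 sex-linked genes, with an estimated correlation of 0.0358, the shift was upward in *Arid1a* cKO (camera, p = 0.00798). With the correlation fixed at 0.01, camera gave p = 1.54e-12. Among genes with an average log2 CPM of at least 1, 48.5% of X-linked genes, 60.7% of Y-linked genes and 11.8% of autosomal genes had a log2 fold change from 1.5 to 3. The last group held 1467 genes. *Scml2*, on the X chromosome of GRCm38 from 161082525 to 161258218, rose from 24.2 ± 0.506 CPM (SD, n = 4) to 87.2 ± 3.38 CPM (SD, n = 4), a log2 fold change of 1.85 (standard error 0.05, adjusted p = 2.00e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).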

**Figure 2.**
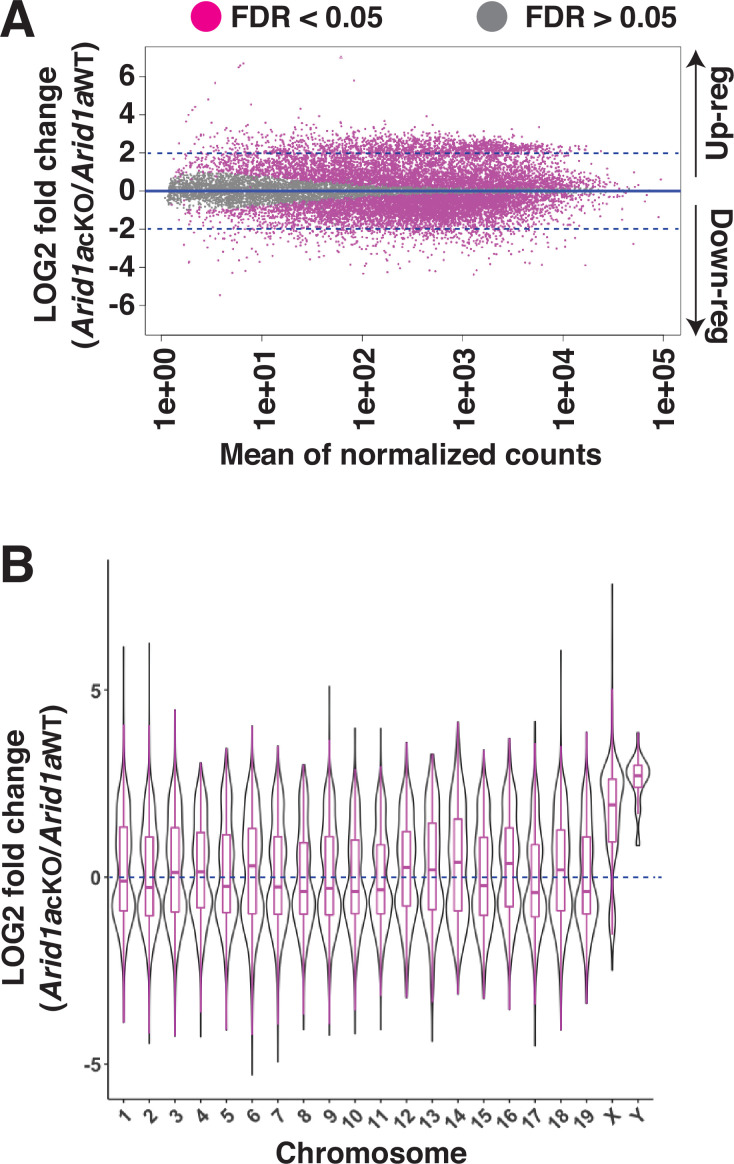
Requirement of ARID1A for the repression of sex-linked genes. (**A**) MA plot describing the LOG2-fold-change (LFC, y-axis) in mean expression (x-axis) of genes displaying significant (FDR ≤0.05, magenta dots) changes in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes. Dashed blue lines denote 2 LFC. Gray dots (FDR ≥0.05) depict non-significant changes in gene expression. (**B**) Violin plot describing the LOG2-fold-change (LFC, y-axis) in the median chromosome-wide gene expression (x-axis) in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes. The dashed blue line denotes no change in gene expression. Figure 2—source data 1.Wild-type and mutant PLZF positive spermatogonia.There is no significant difference in the numbers of undifferentiated spermatogonia expressing PLZF in 1-month-old *Arid1a* cKO relative to *Arid1a*^fl/fl^ males. Figure 2—source data 2.ARID1A DESeq2 differentially expressed genes.Differential analysis of gene expression using DeSeq2 (Love et al., 2014) revealed an equal proportion of significantly (FDR <0.05) misexpressed genes displaying either elevated (up-regulated, n=5824) or reduced (down-regulated, n=5821) transcript abundance in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes.

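The authors' deposited table of differentially expressed genes lists 11620 gene identifiers. All 11620 were among the genes tested here, 11291 of them (97.2%) were also called by edgeR's quasi-likelihood test, and 11225 had the same direction. Among the sex-linked genes of the authors' deposited table, 577 of 585 identifiers were called. The median absolute difference in log2 fold change from the authors' deposited table was 0.05. DESeq2 on the rounded counts shared 11163 calls with the authors' deposited table. DESeq2 with offsets for transcript length recovered from the counts and TPM, a setting chosen after seeing the data, shared 11618, with a median absolute difference in log2 fold change of 1.35e-06.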

**Figure 2—figure supplement 1.**
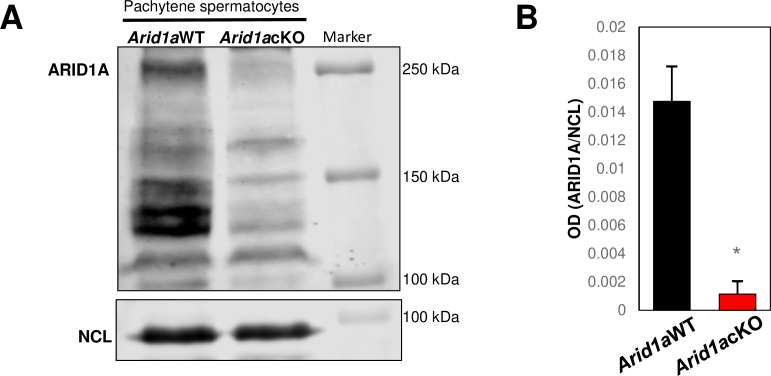
Western blot for ARID1A in wild-type and mutant pachytene spermatocytes (left) and with quantitation (right). The Uniprot entry for Mouse ARID1A only indicates a large mol.wt sequence of ~242 kDa. There is no evidence to suggest that lower molecular weight isoforms may be translated. Although speculative, it is possible that the lower molecular weight bands represent proteolytic/proteasomal degradation products or products of antibody non-specificity. Nucleolin (NCL) is the loading control. Bars in B represent mean ± S.E.M. *; p<0.01 (n=3) (Unpaired Student’s t-test). The antibody used for the Western blot is a rabbit anti-ARID1A (D2A8U from Cell Signaling Technology 12354). Figure 2—figure supplement 1—source data 1.Raw western blot images for ARID1A and nucleolin. Figure 2—figure supplement 1—source data 2.Complete and marked western blot images for ARID1A and nucleolin.

**Figure 2—figure supplement 2.**
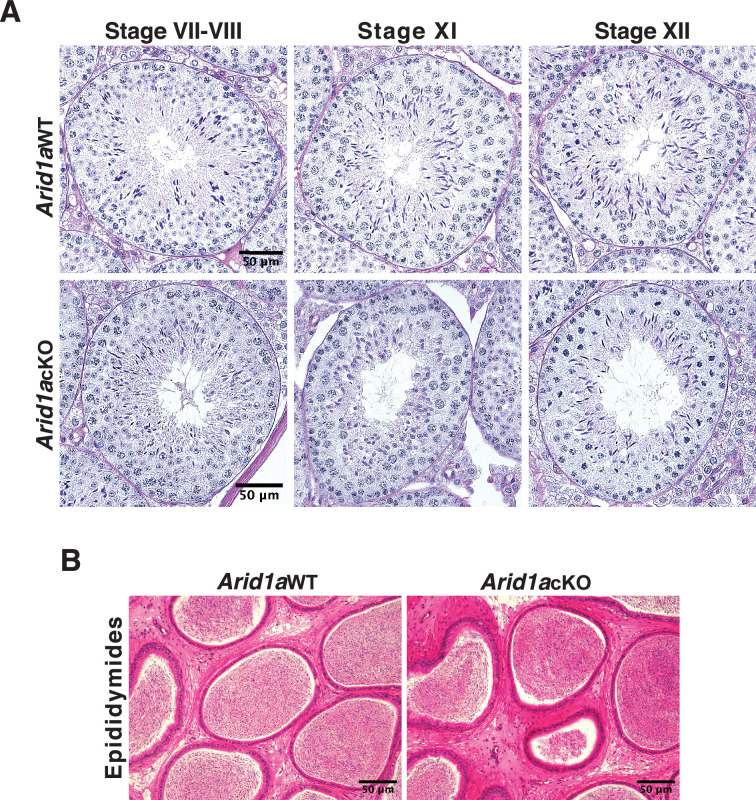
Spermatogenesis appears unperturbed in *Arid1a* cKO males. Histological examination of (**A**) PAS-stained seminiferous tubule sections and (**B**) H&E-stained cauda epididymal sections obtained from adult *Arid1a* WT *and Arid1a* cKO mice. The micrograph depicts seminiferous tubule staging and scale bars (50 μm). Magnification: ×40. Figure 2—figure supplement 2—source data 1.ARID1A tubule staging: Staining and morphology determined seminiferous tubule staging (Ahmed and Rooij, 2009; Meistrich and Hess, 2013).

**Figure 2—figure supplement 3.**
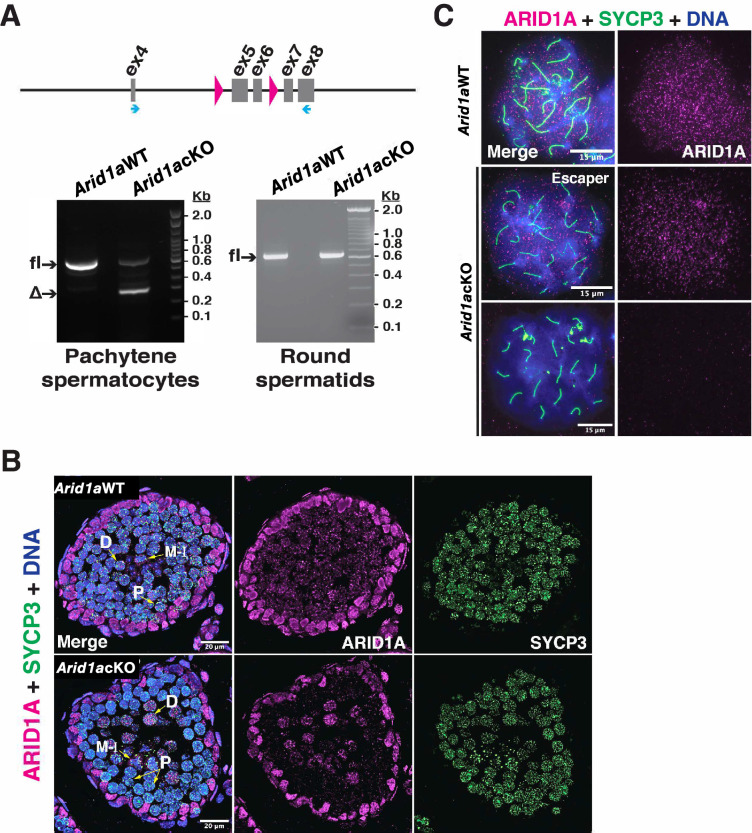
*Arid1*a cKO testes display inefficient *Stra8-Cre* activity. (**A**) Schematic (top) illustrating the region of *Arid1a^fl^* allele spanning exons (ex) 4–8 (grey boxes) along with the location of *loxP* sites (solid magenta arrowheads) and primer annealing sites (blue arrows). (A bottom): analysis of the RT-PCR of *Arid1a* transcripts from STA-PUT purified populations of *Arid1a* WT *and Arid1a* cKO pachytene spermatocytes (left) and round spermatids (right). DNA electrophoresis gels indicate bands corresponding to the fl: floxed and Δ: excised PCR products. *Arid1a* WT and *Arid1a* cKO (**B**) testes cryosections and (**C**) spermatocyte spreads, immunolabelled for ARID1A (magenta), SYCP3 (green), and counterstained for DNA (blue). (**B**) Scale bar: 20 μm, magnification: ×63, P: Pachytene, D: Diplotene, and M-I: Metaphase-I spermatocytes. (**C**) Scale bar:15 μm, magnification: ×100. Brightness of the whole panels (**B,C**) were increased by compressing the dynamic range of the image panels using Adobe photoshop (0-1-255 to 0-1-150). Figure 2—figure supplement 3—source data 1.Raw images of DNA electrophoresis gels for the analysis of the RT-PCR of *Arid1a* transcripts from STA-PUT purified populations of *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes and round spermatids (Figure 2—figure supplement 3a). Figure 2—figure supplement 3—source data 2.Complete and marked images of DNA electrophoresis gels presented in Figure 2—figure supplement 3a.

**Figure 2—figure supplement 4.**
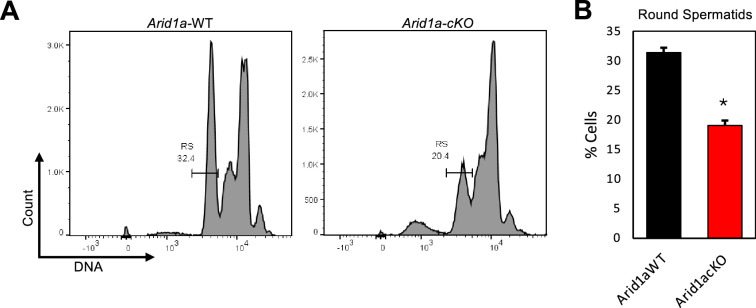
Arid1a mutant testes exhibit aberrant meiotic prophase I, reducing the abundance of round spermatids during the first wave of spermatogenesis. (**A**) The abundance of round spermatids on P26 was determined by measuring the 1 C DNA content through DNA staining and flow cytometry. (**B**) Bars represent the quantification of round spermatids (mean ± S.E.M.). *; p<0.01 (n=3) (Unpaired Student’s t-test).

**Figure 2—figure supplement 5.**
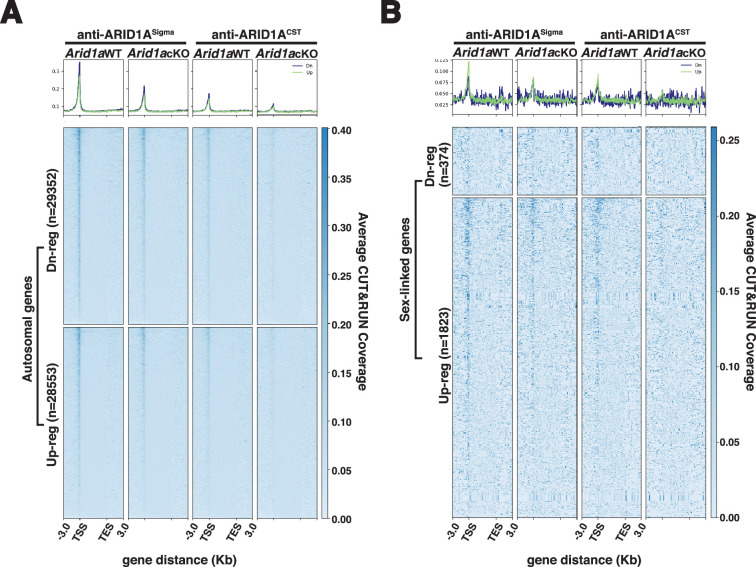
Transcription start sites of differentially expressed autosomal and sex-linked genes display ARID1A occupancy. (**A–B**) Heatmap (bottom) and metaplot (top) displaying the average gene-wide enrichment of ARID1A associated with differentially expressed (**A**) autosomal and (**B**) sex-linked genes in *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes. (**A–B**) The number of RefSeq annotations (**n**) associated with differentially regulated autosomal and sex-linked genes (rows) is indicated. Up-reg: misexpressed and Dn-reg: misrepressed genes in response to the loss of ARID1A. Average ARID1A CUT&RUN coverage was determined using two antibodies (anti-ARID1A^Sigma^; anti-ARID1A^CST^) plotted across RefSeq genes ± 3 Kb.

**Figure 2—figure supplement 6.**
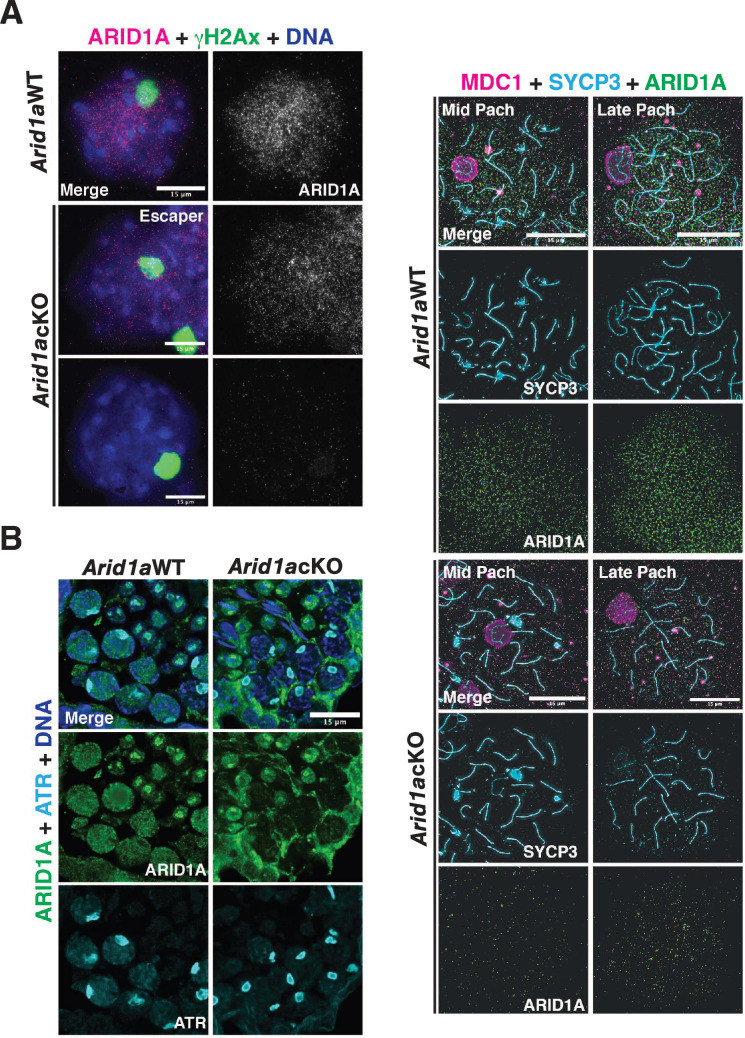
ARID1A does not influence sex body formation. (**A**) *Arid1a* WT and *Arid1a* cKO spermatocyte spreads immunolabelled for ARID1A (magenta) and γH2Ax (green). Scale bar:15 μm, magnification: ×100. (**B**) Cross-section of adult (3-month-old) *Arid1an*WT and *Arid1a* cKO seminiferous tubules immunolabelled for ARID1A (green) and ATR (cyan). Scale bar:15 μm, magnification: ×63. (**C**) *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes immunolabelled for MDC1 (magenta), SYCP3 (cyan), and ARID1A (green). Scale bar:15 μm, magnification: ×100. (**A–B**) DNA counterstained with DAPI (blue). Brightness of the whole image panel (**C**) was increased by compressing the dynamic range of the image panel using Adobe photoshop (0-1-255 to 0-1-150).

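For each chromosome, the log2 fold changes of its tested genes between *Arid1a* cKO and *Arid1a* WT pachytene spermatocytes were summarised by their median. The median was 1.32 over X-linked genes, 2.7 over Y-linked genes and -0.06 over autosomal genes. Among the 19 autosomes, the median ranged from -0.16 on chromosome 17 to 0.10 on chromosome 16. The median of X-linked genes was 1.38 log2 units above that of autosomal genes, and the median of Y-linked genes was 2.76 log2 units above it. Each difference was tested over the 70 ways of assigning the 8 libraries to groups of 4, with libraries and not genes as replicates (two-sided exact permutation test, p = 0.0286 for each). With each library left out in turn, the difference stayed between 1.35 and 1.42 for the X and between 2.7 and 2.79 for the Y. On the log2(TPM + 1) scale the difference for the X was 0.66, and over called genes only it was 2.02. Among the alternatives run for the X, the difference moved most, to 2.21, over the genes called by DESeq2 with recovered length offsets. That setting was chosen after seeing the data. Of X-linked genes, 77.7% had a positive log2 fold change.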

An examination of changes in the average transcript abundance on a chromosome-wide basis showed that expression from the sex chromosomes was significantly higher than that from autosomes in response to the loss of ARID1A at pachynema (Figure 2B and Figure 2—source data 2). Therefore, ARID1A regulates the transcriptional repression of the sex chromosomes, implicating it in MSCI. 

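X-linked genes took 0.452% ± 0.0325 of the counts (SD, n = 4) in *Arid1a* WT and 1.40% ± 0.021 (SD, n = 4) in *Arid1a* cKO libraries, a ratio of 3.10. Y-linked genes took 0.0202% ± 0.00205 of the counts (SD, n = 4) in *Arid1a* WT and 0.109% ± 0.00269 (SD, n = 4) in *Arid1a* cKO libraries, a ratio of 5.41. For both chromosomes every *Arid1a* cKO library lay above every *Arid1a* WT library (two-sided exact permutation test, p = 0.0286 for each). As a share of TPM, X-linked genes went from 0.435% to 1.67% and Y-linked genes from 0.0251% to 0.157%. Without the 10 genes of each chromosome with the most counts, the share went from 0.376% to 1.05% for the X and from 0.00688% to 0.0295% for the Y. In the same libraries, 17 autosomal marker genes of spermatids were also higher in *Arid1a* cKO, by a mean of 2.08 log2 units. From the higher chromosome-wide expression of the sex chromosomes relative to autosomes (Figure 2B), the paper concludes that ARID1A regulates their transcriptional repression and implicates it in MSCI.

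**Figure D2:**
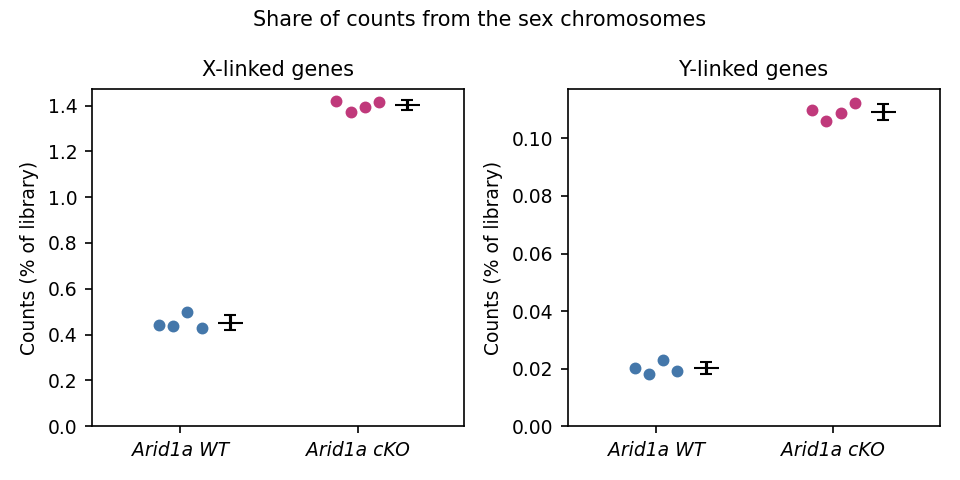
Percent of each library's counts (y-axis) from X-linked genes (left) and Y-linked genes (right) in *Arid1a* WT (blue) and *Arid1a* cKO (magenta) pachytene spermatocytes. Points are libraries (n = 4 per genotype) and black bars are the mean ± SD. The *Arid1a* WT libraries lie between 0.429% and 0.500% for the X and the *Arid1a* cKO libraries between 1.37% and 1.42%.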

ARID1A’s influence on sex-linked gene regulation may result from its association with the sex chromosomes, particularly during diplonema, where ARID1A hyper-accumulates on the XY. However, during pachynema, when MSCI initiates, ARID1A associates with the XY at autosomal levels as detected by IF (Figure 1). Therefore, it is possible that, at the onset of pachynema, local ARID1A association rather than chromosome-wide coating dictates its role in sex-linked gene repression.

To address ARID1A’s association with the XY chromosomes, we determined its genomic localization at a higher resolution by CUT&RUN (cleavage under targets & release using nuclease) in pachytene spermatocytes. We detected ARID1A occupancy at promoters of differentially regulated target genes, irrespective of their chromosomal location, in *Arid1a* WT relative to *Arid1a* cKO (negative control) pachytene spermatocytes (Figure 2—figure supplement 5A). This result is consistent with the genome-wide distribution of ARID1A observed in pachytene spermatocyte spreads by IF (Figure 1). Although not detectable by IF, pachytene spermatocytes displayed a preferential association of ARID1A with promoters of normally repressed sex-linked genes, when detected by CUT&RUN (Figure 2—figure supplement 5B), emphasizing its role in MSCI.

### ARID1A does not influence DNA damage response signaling on the sex body

Unlike autosomal homologs that complete pairing during pachynema, the non-homologous regions of the sex chromosomes feature unrepaired DNA double-strand breaks (DSBs). These DNA DSBs recruit γH2Ax, a product of DNA damage response (DDR) signaling pathways essential for establishing and maintaining MSCI (Turner, 2007). Therefore, to determine whether ARID1A regulated MSCI by influencing DDR signaling, we first monitored the association of γH2Ax with the sex chromosomes in response to the loss of ARID1A. By IF, γH2Ax accumulation on the sex body appeared unperturbed in the mutant (ARID1A^-^) relative to escapers (ARID1A^+^) and *Arid1a* WT pachytene spermatocytes (Figure 2—figure supplement 6A). Consistent with this, the recruitment of ATR (ataxia telangiectasia and Rad3 related), a kinase known to phosphorylate γH2Ax and initiate MSCI (Royo et al., 2013; Turner et al., 2004), appeared normal in the absence of ARID1A. These data indicate that sex-linked DDR signaling occurred independently of ARID1A (Figure 2—figure supplement 6B). As expected, MDC1, a known γH2Ax reader that is essential for sex body formation (Ichijima et al., 2011), remained associated with the asynapsed sex chromosomes upon ARID1A deletion during pachynema (Figure 2—figure supplement 6C). These data indicate that the failure to silence sex-linked genes in response to a loss in ARID1A occurred in the presence of major DDR signaling factors known to govern sex body identity. It is possible that DDR signaling recruits BAF-A to the sex chromosomes.

### ARID1A limits RNAPII localization to the sex chromosomes during pachynema

Apart from γH2Ax, the association of the sex chromosomes with RNA polymerase II (RNAPII) distinguishes the sex body from the autosomes during pachynema. Normally, pachytene spermatocytes display reduced levels of RNAPII on the sex body relative to autosomes (Khalil et al., 2004). This sub-nuclear localization of RNAPII coincides with increased transcriptional output, which peaks at diplonema (Ernst et al., 2019), underscoring the importance of targeted mechanisms regulating sex chromosome repression. Therefore, we were curious to test whether ARID1A influenced the nuclear localization of RNAPII during pachynema. We performed IF to monitor the localization of the actively transcribing (elongating) form of RNAPII marked by Serine2 phosphorylation (pSer2) on its carboxy-terminal domain (Noe Gonzalez et al., 2021). We monitored elongating RNAPII (pSer2) because its pausing regulates meiotic transcription (Alexander et al., 2023). By co-staining for RNAPII (pSer2) and SYCP3, we could stage pachynema and identify the sex chromosomes. While RNAPII (pSer2) localization to the autosomes appeared similar, we noticed increased levels of RNAPII (pSer2) association with the sex chromosomes in *Arid1a* cKO relative to *Arid1a* WT mid and late pachytene spermatocytes (Figure 3A). By quantifying the RNAPII (pSer2) signal generated by IF (Figure 3—source data 1), we detected a 1.5-fold increase (p=0.0003) in the average RNAPII (pSer2) fluorescence associated with the sex chromosomes in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes (Figure 3B).

**Figure 3.**
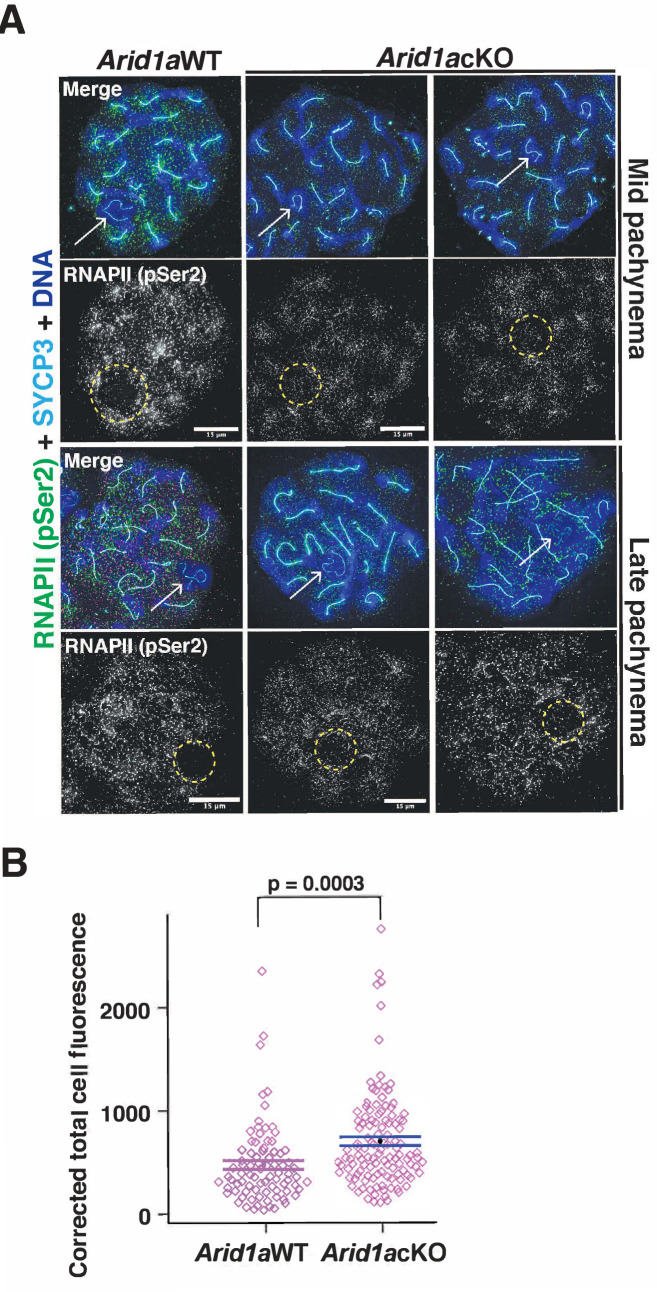
ARID1A limits RNA polymerase II (RNAPII) localization to the sex body. (**A**) *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes immunolabelled for pSer2-RNAPII (green), SYCP3 (cyan), and counterstained with DAPI (blue). Scale bar:15 μm, magnification: ×100. The sex chromosomes (white arrow) and sex body (yellow dashed circle) are labeled. Brightness of the whole image panel (**A**) was increased by compressing the dynamic range of the image panel using Adobe photoshop (0-1-255 to 0-1-150). (**B**) Dot plot describing the corrected total pSer2-RNAPII fluorescence (y-axis) measured from *Arid1a* WT (n=82) and *Arid1a* cKO (n=119) pachytene spermatocytes (3 replicates per genotype). Empty diamonds (magenta) represent independent data points. Significance determined by a two-tailed unpaired Student’s t-test p values. Data expressed as mean (black dot) ± SEM. Figure 3—source data 1.Quantitation of pSer2RNAPII.Quantitation of increased levels of RNAPII (pSer2) association with the sex chromosomes in *Arid1a* cKO relative to *Arid1a* WT mid and late pachytene spermatocyte.

Due to technical difficulties, we could not simultaneously stain for ARID1A alongside SYCP3 and RNAPII (pSer2), making distinguishing escapers from mutants in the *Arid1a* cKO meiotic spreads impossible. This result suggests that the 1.5-fold increase in RNAPII association with the sex body in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes is likely underestimated. Therefore, our results indicate that ARID1A facilitates sex-linked gene repression by limiting the association of elongating RNAPII with the sex chromosomes during pachynema.

### ARID1A regulates promoter accessibility during pachynema

Next, we hypothesized that ARID1A-governed chromatin remodeling might underlie its role in limiting RNAPII accessibility on pachytene sex chromosomes. Therefore, we profiled changes in chromatin accessibility in response to the loss of ARID1A using ATAC-seq. Normally, ATAC-seq peaks (accessible chromatin) are mapped comparably across promoters (34%), intergenic (22.8%), and intronic (21.5%) regions. In contrast, the loss of ARID1A resulted in a dramatic shift towards predominantly promoter-associated ATAC-seq peaks with only a minority mapping to intergenic and intronic regions (Figure 4A and Figure 4—source data 1).

**Figure 4.**
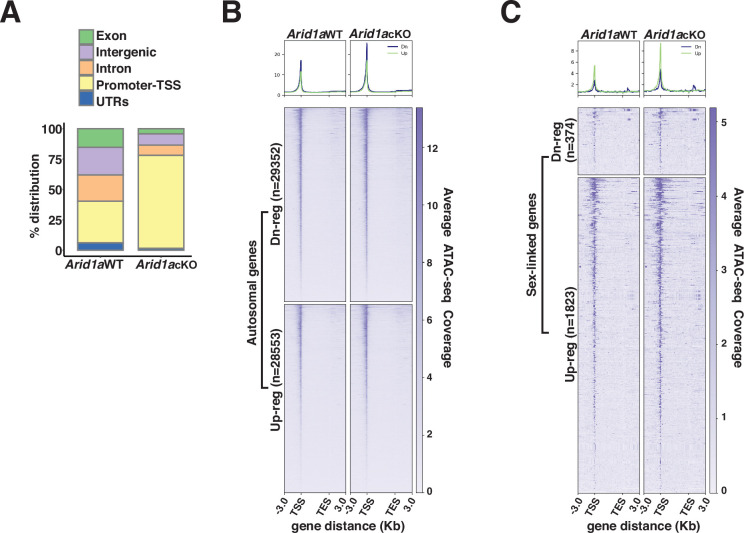
ARID1A limits promoter accessibility. (**A**) Genomic associations of MACS2 derived ATAC-seq peak calls from *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes. Percent (%) distribution of genomic annotations is indicated. (**B–C**) Heatmap (bottom) and metaplot (top) displaying the average ATAC-seq signal associated with differentially expressed (**B**) autosomal and (**C**) sex-linked genes in *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes. (**B–C**) The number of RefSeq annotations (n) associated with differentially regulated genes (rows) is indicated. Up-reg: misexpressed, and Dn-reg: misrepressed genes in response to the loss of ARID1A. Average ATAC-seq coverage was plotted across RefSeq genes ± 3 Kb. Figure 4—source data 1.ATACseq peaks changes in chromatin accessibility in response to the loss of ARID1A using ATAC-seq.

Consistent with an increase in the proportion of promoter-associated peaks, we detected an increase in accessibility across transcription start sites (TSS) associated with both autosomal and sex-linked differentially expressed genes (DEGs) in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes (Figure 4B and C). Furthermore, in the case of autosomal targets, chromatin accessibility at their TSSs was enhanced irrespective of their transcriptional status, appearing indistinguishable between down-regulated and up-regulated genes upon the loss of ARID1A (Figure 4B). In contrast, on the sex chromosomes, the loss of ARID1A seemed to have a prominent effect on TSS’s associated with up-regulated genes, which displayed greater chromatin accessibility relative to their down-regulated counterparts (Figure 4C). Therefore, the increased promoter accessibility of normally repressed sex-linked genes may underlie their persistent transcription by RNAPII upon the loss of ARID1A. Overall, these data highlight a role for BAF complexes in limiting promoter accessibility, especially on the sex chromosomes during pachynema.

### ARID1A regulates the chromatin composition of the sex body

Chromatin remodelers regulate DNA accessibility by altering nucleosome positioning or composition (Clapier et al., 2017). The latter outcome is interesting in the context of MSCI, given that the sex body typically displays a striking enrichment of the variant histone H3.3 while concomitantly appearing depleted of the canonical histones H3.1/3.2 (van der Heijden et al., 2007; Yuen et al., 2014). Given that human ARID1A regulates H3.3 genomic associations (Reske et al., 2022), we tested whether a similar mechanism governed H3.3 localization to the sex chromosomes. To address this, we monitored H3.3 localization in pachytene spermatocytes by IF, simultaneously staining for ARID1A and HORMAD1. The former aided in mutant identification, while the latter labeled the pachytene sex chromosomes. Consistent with previous reports, H3.3 preferentially coats the sex chromosomes, distinguishing it from autosomal chromatin during normal pachynema (Figure 5A). Interestingly, this sex-body association of H3.3 was detected less frequently early in pachynema (17%), becoming more pervasive during the mid (70 %) and late (95%) stages of pachynema. In contrast, in the absence of ARID1A, H3.3 staining on the sex chromosomes was indistinguishable from their autosomal counterparts throughout pachynema (Figure 5A). Notably, the majority of mutant mid (89%) and late (77%) pachytene spermatocytes lacked the typical sex body enrichment of H3.3 (Figure 5A), indicating that ARID1A dictates the preferential accumulation of H3.3 on the sex body.

**Figure 5.**
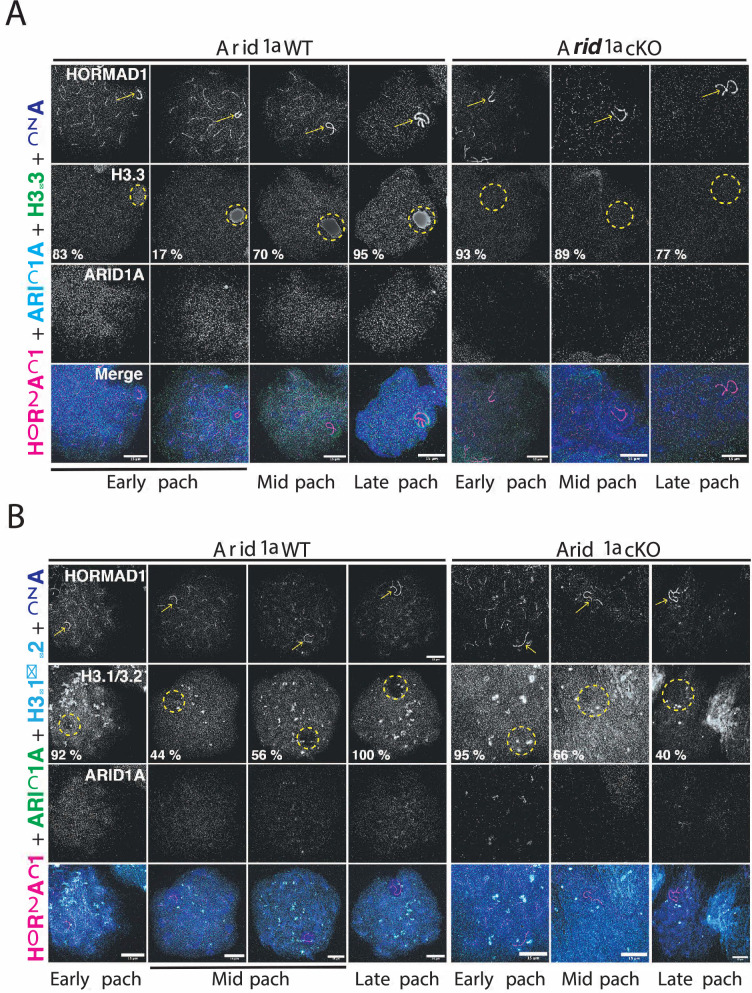
ARID1A influences the chromatin composition of the sex body. (**A–B**) *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes immunolabelled for HORMAD1 (magenta), (**A**) ARID1A (cyan) and H3.3 (green), (**B**) ARID1A (green) and H3.1/3.2 (cyan). (**A–B**) Proportion (%) of *Arid1a* WT and *Arid1a* cKO early, mid, and late pachytene spermatocytes displaying distinct (**A**) H3.3, (**B**) H3.1/3.2 localization patterns with the sex body. For H3.3 immunostaining, the total number of *Arid1a* WT pachytene spermatocytes: early = 144, mid = 274, late = 95; *Arid1a* cKO pachytene spermatocytes: early = 43, mid = 86, late = 55, were scored, from three replicates each. For H3.1/3.2 immunostaining, the total number of *Arid1a* WT pachytene spermatocytes: early = 91, mid = 124, late = 45; *Arid1a* cKO pachytene spermatocytes: early = 22, mid = 116, late = 58, were scored, from three replicates each. DNA counterstained with DAPI (blue). The sex chromosomes (yellow arrow) and sex body (yellow dashed circle) are labeled. Scale bar:15 μm, magnification: ×100. Brightness of the whole image panel (Figure 5) was increased by compressing the dynamic range of the image panels using Adobe photoshop (0-1-255 to 0-1-150).

**Figure 5—figure supplement 1.**
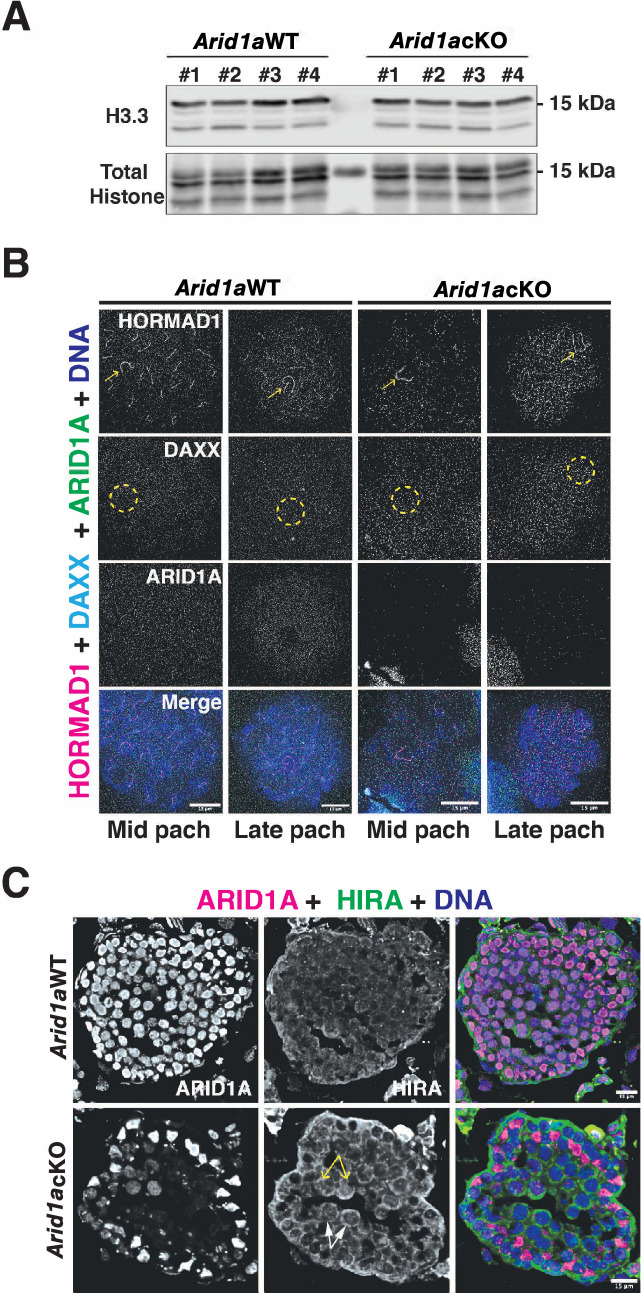
ARID1A does not influence the expression or incorporation of H3.3. (**A**) Western blots on acid-extracted histones obtained from four independent replicates of P19 *Arid1a* WT and *Arid1a* cKO spermatogenic cells, displaying H3.3 abundance. Total histone levels from each sample are displayed. (**B**) *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes immunolabelled for HORMAD1 (magenta), DAXX (cyan), and ARID1A (green). DNA counterstained with DAPI (blue). The sex chromosomes (yellow arrow) and sex body (yellow dashed circle) are labeled. Scale bar:15 μm, magnification: ×100. (**C**) *Arid1a* WT and *Arid1a* cKO testis cryosections immunolabelled for ARID1A (magenta) and HIRA (green). DNA counterstained with DAPI (blue). Representative mutant (white arrows) and escaper (yellow arrows) pachytene spermatocytes labeled in *Arid1a* cKO testis cryosection. Scale bar: 15 μm, magnification: 63 x. Brightness of the whole panels (**B, C**) were increased by compressing the dynamic range of the image panels using Adobe photoshop (0-1-255 to 0-1-150). Figure 5—figure supplement 1—source data 1.Raw images of western blot for H3.3 and total histone (Figure 5—figure supplement 1a). Figure 5—figure supplement 1—source data 2.Complete and marked images of western blot for H3.3 and total histone (Figure 5—figure supplement 1a).

**Figure 5—figure supplement 2.**
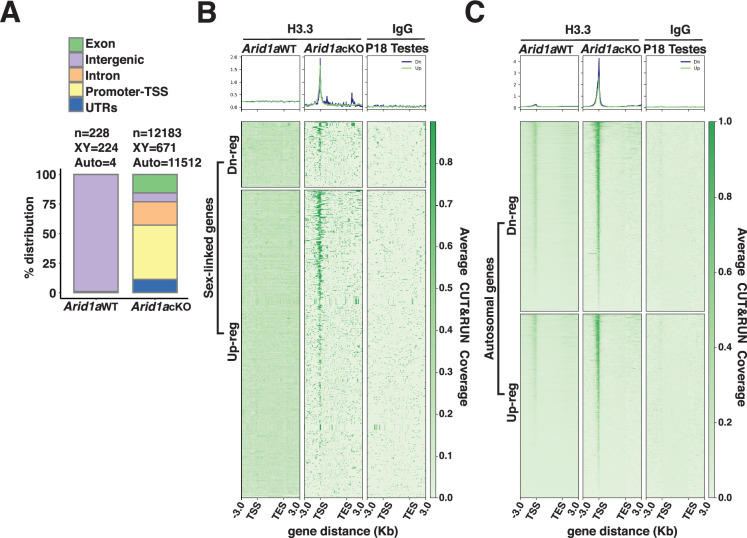
ARID1A limits H3.3 occupancy at promoters. (**A**) Genomic associations of MACS2 H3.3 peak calls from *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes. Percent (%) distribution of genomic annotations is indicated. (**B–C**) Heatmap (bottom) and metaplot (top) displaying the average H3.3 signal associated with differentially expressed (**B**) autosomal and (**C**) sex-linked genes in *Arid1a WT* and *Arid1a* cKO pachytene spermatocytes. (**B–C**) The number of RefSeq annotations (n) associated with differentially regulated genes (rows) is indicated. Up-reg: misexpressed, and Dn-reg: misrepressed genes in response to the loss of ARID1A. Average H3.3 coverage plotted across RefSeq genes ± 3 Kb. Figure 5—figure supplement 2—source data 1.MACS2 H3.3 peak calls from *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes.H3.3 association with TSSs of genes differentially regulated by ARID1A.

**Figure 5—figure supplement 3.**
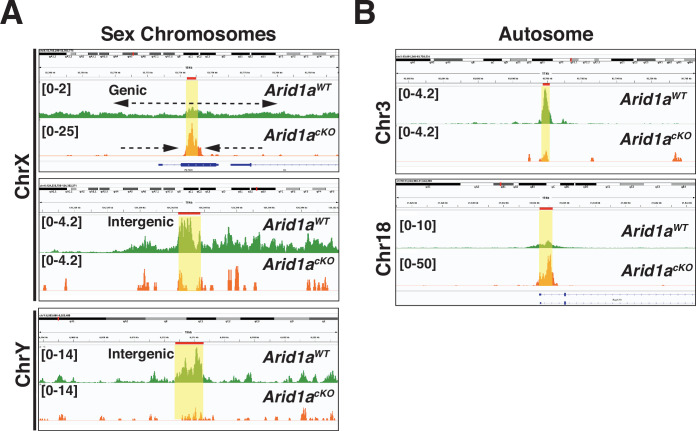
Genome browser views of ARID1A governed H3.3 genomic associations. H33 CUT&RUN coverage from *Arid1a* WT (green tracks) and *Arid1a* cKO (Orange tracks) pachytene spermatocytes. Solid red bars and yellow highlights denote H3.3 peak calls (MACS2) from *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes. Vertical viewing limits within parentheses.

Next, we were curious to know the consequence of reduced H3.3 association on H3.1/3.2 occupancy on the sex body in response to the loss of ARID1A. We performed IF to monitor the association of H3.1/3.2 with the sex chromosomes marked by HORMAD1 in response to the loss of ARID1A. Like H3.3, canonical H3.1/3.2 appeared uniformly distributed genome-wide in most early pachytene spermatocytes (92%). At the onset of pachynema, sex chromosomes mostly displayed comparable H3.3 and H3.1/3.2 levels (Figure 5A and B). However, this balance changed during the subsequent sub-stages of pachynema. Although robust H3.3 levels remained, H3.1/3.2 appeared excluded from the sex chromosomes in most mid (56%) and all late pachytene spermatocytes (Figure 5A and B). In contrast, the loss of ARID1A increased the proportion of mid (66%) and late (40%) pachytene spermatocytes retaining H3.1/3.2 on sex-linked chromatin (Figure 5B). The abnormal retention of canonical H3.1/3.2 coincides with a lack of H3.3 enrichment on sex-linked chromatin in response to the loss of ARID1A.

To determine whether these abnormal kinetics result from a genome-wide deficiency in H3.3, we compared its levels by western blotting to find no difference in H3.3 abundance in *Arid1a* cKO relative to *Arid1a* WT spermatocyte enriched populations (Figure 5—figure supplement 1A). We also considered an alternative possibility that ARID1A might promote the sex-linked enrichment of H3.3 by influencing the expression of cognate chaperones like DAXX and HIRA during murine pachynema (Rogers et al., 2004; van der Heijden et al., 2007). We addressed this by monitoring DAXX and HIRA levels in response to the loss of ARID1A using IF. In the case of DAXX, we examined meiotic spreads to find no changes in either the overall levels or sex chromosome localization of DAXX in response to the loss of ARID1A (Figure 5—figure supplement 1B). The same was also true of HIRA, whose levels and nuclear localization in mutants appeared comparable to that seen in escaper (from *Arid1a* cKO) and normal (*Arid1a* WT) spermatocytes (Figure 5—figure supplement 1C). Therefore, ARID1A impacts H3.3 accumulation on the sex chromosomes without affecting its expression during pachynema. Overall, our data suggest that ARID1A influences MSCI by regulating the composition of sex-linked chromatin.

### ARID1A prevents the promoter accumulation of H3.3

To define the changes in the sex-linked associations of H3.3 at a higher resolution, we performed CUT&RUN on pachytene spermatocytes isolated from *Arid1a* WT and *Arid1a* cKO testes. Despite the appearance of a robust H3.3 IF signal from the sex body during normal pachynema (Figure 5A), the Macs2 peak caller (Zhang et al., 2008) identified very few sex-linked peaks (n=224). These peaks were overwhelmingly associated with intergenic regions (Figure 5—figure supplement 2A). Comparatively, a dramatically higher number of peaks (n=12183) primarily associated with genic (promoter, intron, and exon) regions occurred in *Arid1a* cKO pachytene spermatocytes (Figure 5—figure supplement 2A). More interestingly, there appeared to be a shift from few but overwhelmingly sex-linked H3.3 peaks (n=224; 98%) to autosomal H3.3 peaks (n=11512; 94.5 %) in response to the loss of ARID1A (Figure 5—figure supplement 2A). Additionally, while the proportion of H3.3 sex-linked peaks in *Arid1a* cKO pachytene spermatocytes was few (n=671; 5.5%), they outnumbered their *Arid1a* WT counterparts by threefold. These data suggest that the loss of ARID1A strongly influences H3.3 genomic associations.

Due to the increased representation of promoter-associated peaks in response to the loss of ARID1A, we monitored H3.3 association with TSSs of genes differentially regulated by ARID1A. Consistent with the genomic annotation of H3.3 peaks, we could not detect H3.3 enrichment at TSSs associated with ARID1A-regulated sex-linked genes relative to IgG control. H3.3 signal spread gene-wide in *Arid1a* WT pachytene spermatocytes (Figure 5—figure supplement 2B, Figure 5—figure supplement 3A-top panel). In contrast, we observed a striking accumulation of H3.3 at the TSSs of sex-linked genes misexpressed without ARID1A (Figure 5—figure supplement 2B, Figure 5—figure supplement 3A). There is a transition from the gene-wide spreading of H3.3 to promoter-proximal enrichment in response to the loss of ARID1A. Concomitantly, X and Y-linked intergenic regions undergo a significant decrease in H3.3 occupancy upon ARID1A loss (Figure 5—figure supplement 2A). A similar loss of H3.3 occupancy occurred at a handful of autosomal intergenic peaks (Figure 5—figure supplement 2A, Figure 5—figure supplement 3B - top).

Unlike the sex-linked targets, TSSs of ARID1A-regulated autosomal genes displayed H3.3 enrichment relative to the IgG control (Figure 5—figure supplement 2C, Figure 5—figure supplement 3B - bottom). However, this TSS occupancy appeared enhanced in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes (Figure 5—figure supplement 2C, Figure 5—figure supplement 3B). Therefore, TSSs of both sex-linked and autosomal gene targets display concordant changes in H3.3 occupancy. Overall, ARID1A occupancy at TSSs (Figure 2—figure supplement 5) of differentially regulated genes prevents the accumulation of H3.3 at target promoters.

### ARID1A restricts H3.3 occupancy to intergenic regions on the sex chromosomes

Our analysis of the genome-wide localization of H3.3 in response to the loss of ARID1A would argue that the abnormal increase in promoter-associated H3.3 results from its redistribution from high-affinity sites (peaks) that are predominantly sex-linked and intergenic during normal pachynema (Figure 5—figure supplement 2A, Figure 5—figure supplement 3). We focused our attention on these H3.3-occupied intergenic sex-linked sites. Although the Macs2 algorithm identified only 224 sex-linked intergenic peaks, we speculated that this approach filtered out regions enriched for H3.3 that failed to meet the peak calling threshold compounded by the pervasive spreading of H3.3 on the sex chromosomes (Figure 5A, Figure 5—figure supplement 2B, Figure 5—figure supplement 3A). We adopted an alternative strategy that involved identifying potential H3.3 bound sites by monitoring their occupancy at ARID1A-governed accessible chromatin (Figure 4A). We compared *Arid1a* WT and *Arid1a* cKO pachytene spermatocyte-associated ATAC-seq peaks to identify mutually exclusive and overlapping peaks using BEDTools (Quinlan and Hall, 2010). The resulting peaks cluster into lost (n=9), common (n=7194), or gained (n=2246) based on their absence, persistence, or appearance, respectively, in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes (Figure 6A). Next, we examined the ATAC-seq signal at these regions to find an increase in accessibility at gained peaks as expected and at common peaks in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes.

**Figure 6.**
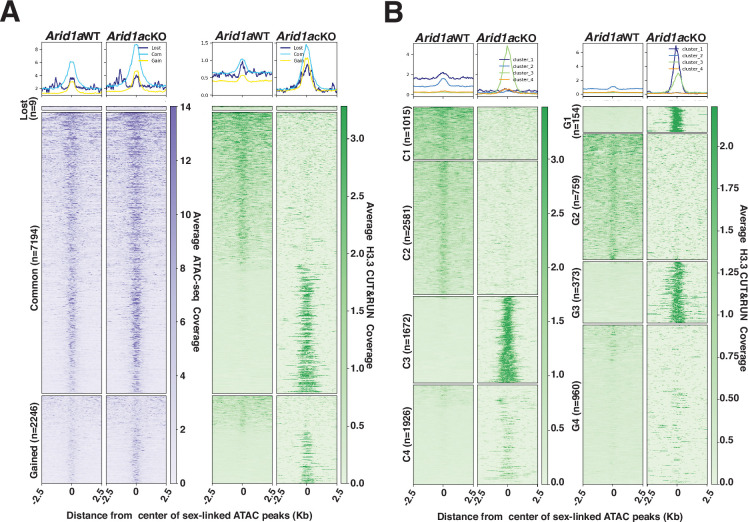
H3.3 displays differential occupancy across ARID1A-governed sex-linked open chromatin. (**A–B**) Heatmaps (bottom) and metaplots (top) displaying average (**A**) chromatin accessibility (purple heatmap) and H3.3 enrichment (green heatmap) associated with lost, common, and gained ATAC-seq peak calls (MACS2), (**B**) enrichment of H3.3 at k-means clusters associated with common (C1-C4, left) and gained (G1-G4, right) ATAC-seq peaks, in *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes. (**A–B**) ATAC-seq and H3.3 coverage plotted over a 5 Kb window centered at ATAC-seq peaks (MACS2). Number of ATAC-seq peak calls (**n**) associated with each category is indicated.

**Figure 6—figure supplement 1.**
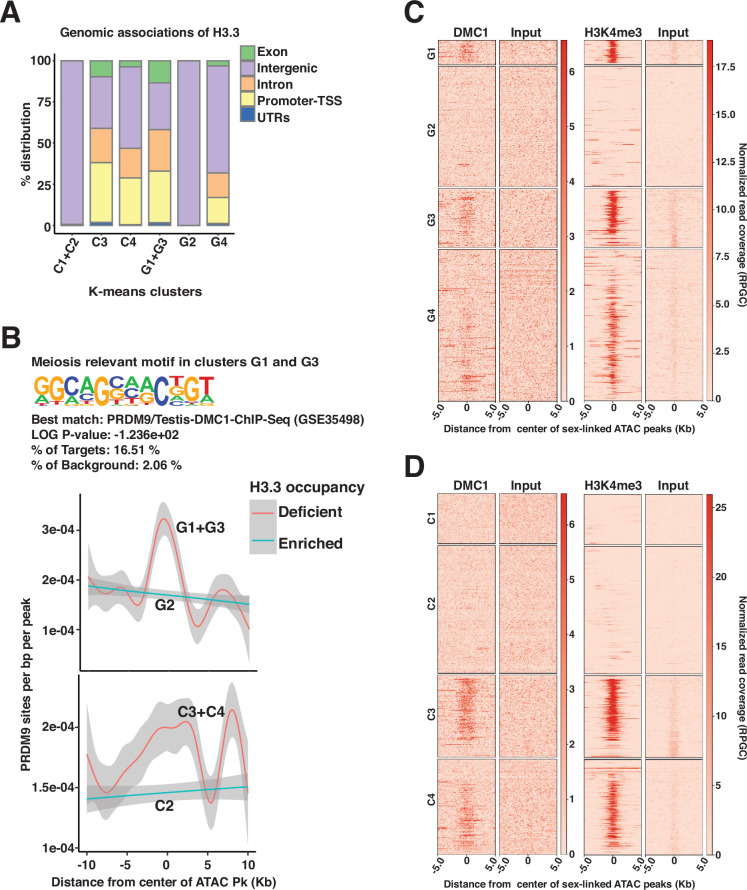
H3.3 occupancy is antagonistic to DMC1 associations in non-homologous sex-linked regions. (**A**) Genomic associations of common (**C1–C4**) and gained (**G1–G4**) k-means clusters in pachytene spermatocytes. Percent (%) distribution of genomic annotations is indicated. (**B**) Results of PRDM9 motif enrichment analyses at gained (**G1 and G3**), k-means clusters (top), and plots describing the frequency of PRDM9 motifs (y-axis) spanning a 5 Kb window centered at ATAC-seq peaks (x-axis) associated with gained (middle) and common (bottom) k-means clusters that are either deficient (orange trend line) or enriched (cyan trend line) for H3.3 occupancy. Trend lines were generated using generalized additive mode smoothing (gam). 95% confidence interval (gray shading) is indicated. (**C–D**) Heatmaps displaying testes DMC1 (left) and pachytene spermatocyte associated H3K4me3 (right) enrichment relative to input at k-means clusters associated with (**C**) gained (**G1–G4**), and (**D**) common (**C1–C4**) ATAC-seq peaks. (**C–D**) DMC1 and H3K4me3 coverage plotted over a 10 Kb window centered at ATAC-seq peaks (MACS2).

Despite being labeled as lost, these regions did not display the expected loss in ATAC-seq signal in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes (Figure 6A, left panel). The ATAC signal appears unchanged, highlighting the possibility that lost regions were labeled as such because they failed to satisfy Macs2 peak thresholds in *Arid1a* cKO pachytene spermatocytes, especially given the comparatively higher magnitude of ATAC signal surrounding the common and gained peaks (Figure 6A, left panel). We restricted our analysis to common and gained sites constituting 99% of sex-linked regions subject to ARID1A-regulated chromatin accessibility.

By plotting the average H3.3 coverage at sites associated with common and gained peaks, we detected striking differences in H3.3 occupancy. Briefly, both common and gained open chromatin regions consisted of loci differentiated by either a loss or robust increase in H3.3 occupancy in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes (Figure 6A, right panel). To gain further insight, we performed k-means clustering, based on H3.3 occupancy, to identify four clusters associated with either common (C1-C4) or gained (G1-G4) peaks (Figure 6B). The clusters associated with common ATAC-seq peaks displayed contrasting changes in H3.3 occupancy in response to the loss of ARID1A. C1 and C2 represented regions deficient for H3.3, while C3 and C4 represent regions that gained H3.3 binding in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes (Figure 6B, right panel). Similarly, clusters associated with gained ATAC-seq peaks, namely, G1 and G3, represented sites that gained H3.3 occupancy, while G2 identified sites that lost H3.3 occupancy. In contrast to clusters G1-G3, regions associated with G4 displayed an unremarkable association with H3.3 in response to the loss of ARID1A (Figure 6B, right panel). Genomic annotations of common and gained k-means clusters revealed that the sites that displayed a loss of H3.3 binding (represented by C1 +C2, G2) in response to the loss of ARID1A were intergenic (Figure 6—figure supplement 1A).

In contrast, those that gained significant H3.3 localization (represented by C3, C4, and G1 +G3) distributed differentially between intergenic and genic regions (Figure 6—figure supplement 1A). Therefore, these data support our idea that ARID1A restricts H3.3 occupancy primarily to intergenic sites on the sex chromosomes. Furthermore, the loss of ARID1A triggers an abnormal redistribution of H3.3 to genic regions. Therefore, the increased promoter occupancy of H3.3 is an indirect consequence of ARID1A loss.

### ARID1A-governed H3.3 localization influences the sex-linked association of DMC1

To gain further insight into the mechanisms regulating H3.3 associations on the sex chromosomes, we examined the regions associated with various k-means clusters to investigate the enrichment of relevant motifs. To our surprise, we detected an enrichment of the motif associated with the DSB hotspot specifier, PRDM9 (PR domain-containing protein 9), in clusters related to gained peaks, G1 and G3 (Figure 6—figure supplement 1B, top). Additionally, we observed an increased frequency of PRDM9 motif centered at gained ATAC-seq peaks associated with G1 and G3 (Figure 6—figure supplement 1B, middle).

Interestingly, regions associated with G1 and G3 are usually devoid of H3.3 (Figure 6B), implying a potential antagonism between H3.3 occupancy and the occurrence of meiotic DNA DSBs. Gained ATAC-seq peaks associated with G2, which usually displays H3.3 occupancy, appeared devoid of PRDM9 motif occurrences relative to G1 and G3 (Figure 6—figure supplement 1B, middle). Next, we determined the frequency of the PRDM9 motif at k-means clusters associated with common ATAC-seq peaks. These regions also displayed a dichotomous association with H3.3 (Figure 6B). C3 and C4, usually deficient in H3.3, showed an increased frequency of PRDM9 motifs relative to C2, which typically displays H3.3 binding (Figure 6—figure supplement 1B, bottom). These data illustrate an antagonistic relationship between H3.3 and meiotic DNA DSBs.

Since the PRDM9 motifs identified from SSDS (Single-Stranded DNA Seq) data were generated to map the genomic associations of DNA repair factor DMC1 (Brick et al., 2012), we monitored its enrichment at the various k-means clusters. We also monitored the association of markers of meiotic DNA DSBs, such as the PRDM9 catalyzed H3K4me3 at common and gained k-means clusters using published ChIP-seq data from pachytene spermatocytes (Maezawa et al., 2018a). Consistent with the motif analyses, DMC1 occupancy and H3K4me3 enrichment occurred at gained and common ATAC-seq peaks associated with k-means clusters, normally devoid of H3.3, namely, G1, G3, G4, C3, and C4 (Figure 6—figure supplement 1C, D).

These data suggest that ARID1A might indirectly influence DNA DSB repair on the sex chromosomes by regulating the localization of H3.3. To test this conclusion, we monitored the association of DMC1 on the sex chromosomes in response to the loss of ARID1A by IF. Normally, DMC1 foci appear distributed along the non-homologous arms of the X and Y chromosomes from early to mid-pachynema, only disappearing by late pachynema (Figure 7A, left, panel insets; Moens et al., 2002). In contrast, in the absence of ARID1A, we observed a marked reduction in the number of DMC1 foci (Figure 7A, right, panel insets). Quantification of DMC1 foci in *Arid1a* cKO relative to Arid1a WT pachytene spermatocytes revealed a significant decrease in the sex-linked association of DMC1 in the absence of ARID1A (Figure 7B, Figure 7—source data 1). Along with DMC1, the mitotic DNA recombinase, RAD51, is also known to localize to the non-homologous arms of the sex chromosomes (Moens et al., 1997; Moens et al., 2002). Therefore, we determined whether ARID1A also influenced the sex-linked association of RAD51. First, we analyzed previously generated RAD51-SSDS data (Hinch et al., 2020) to monitor its enrichment across the various k-means clusters associated with common and gained ATAC-seq peaks. Unlike DMC1, we found no detectable levels of RAD51 at any k-means clusters (Figure 7—figure supplement 1A). Furthermore, the formation of RAD51 foci along the asynapsed axes of the sex chromosomes appeared unchanged in *Arid1a* cKO relative to *Arid1a* WT pachytene spermatocytes (Figure 7—figure supplement 1B). Therefore, ARID1A is necessary for the normal sex-linked association of DMC1 but not RAD51. More importantly, our data highlight a dual role for ARID1A in regulating sex chromosome repression and DNA repair (Figure 8).

**Figure 7.**
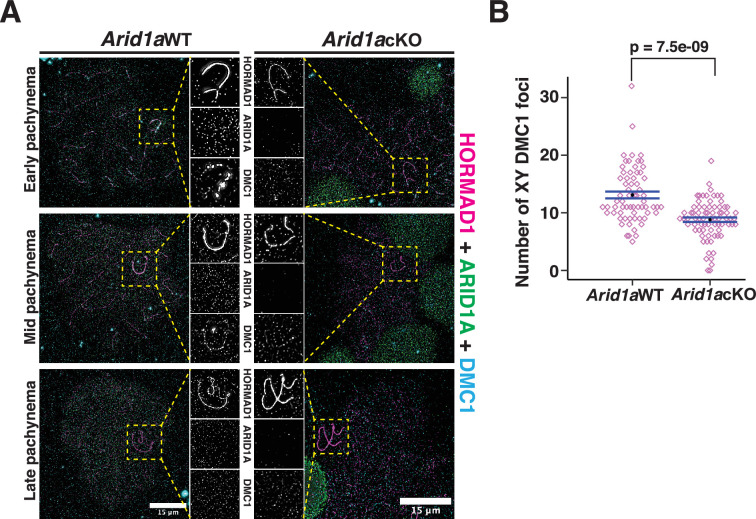
ARID1A influences the axial association of DMC1 with the XY during pachynema. (**A**) *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes immunolabelled for HORMAD1 (magenta), ARID1A (green), DMC1 (cyan), and counterstained with DAPI (blue). Scale bar:15 μm, magnification: ×100. A magnified view of the sex chromosomes is indicated (yellow dashed square). (**B**) Dot plot displaying the number of sex-linked DMC1 foci (y-axis) quantified from *Arid1a* WT (n=66) and *Arid1a* cKO (ARID1A^-^, n=75) pachytene spermatocytes, obtained from three replicates each. Empty diamonds (magenta) represent independent data points. Significance determined using a two-tailed unpaired Student’s t-test p values. Data expressed as mean (black dot) ± SEM. Figure 7—source data 1.Quantitation of DMCI Foci on the sex chromosomes.Quantification of DMC1 foci in *Arid1a* cKO relative to Arid1a WT pachytene spermatocytes revealed a significant decrease in the sex-linked association of DMC1 in the absence of ARID1A.

**Figure 7—figure supplement 1.**
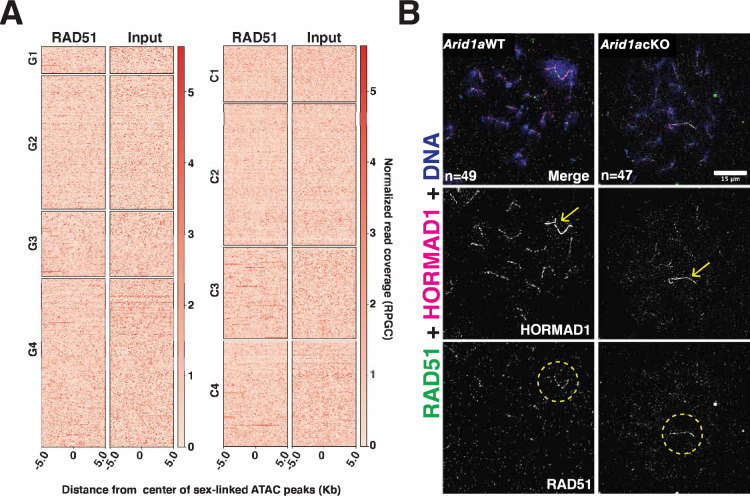
ARID1A does not affect the axial association of RAD51 with the XY during pachynema. (**A**) Heatmaps displaying testes RAD51 enrichment relative to input at k-means clusters associated with gained (G1-G4, left) and common (C1-C4, right) ATAC-seq peaks. RAD51 coverage plotted over a 10 Kb window centered at ATAC-seq peaks (MACS2). (**B**) *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes immunolabelled for HORMAD1 (magenta), RAD51 (green) and counterstained with DAPI (blue). Scale bar:15 μm, magnification: ×100. Yellow arrows and dashed circles label the sex chromosomes.

**Figure 8.**
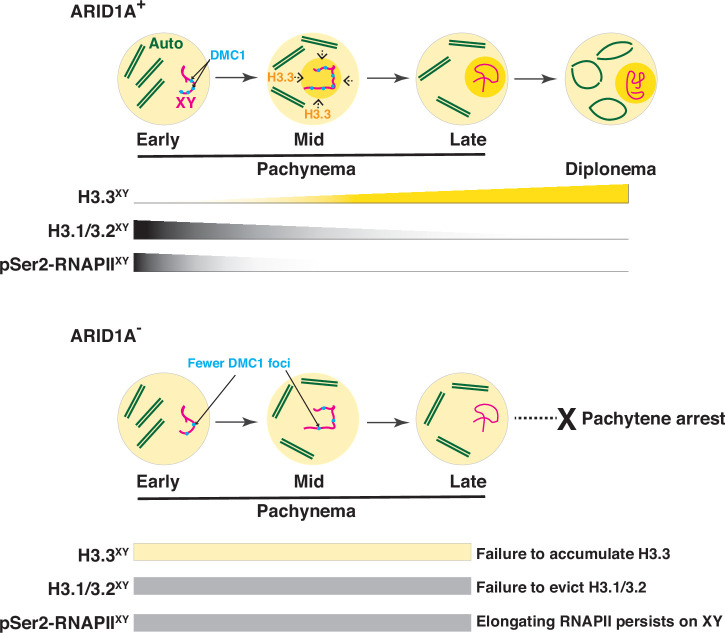
A model describing the role of ARID1A sex-linked chromatin regulation. During meiosis, the sex chromosomes undergo transcriptional repression at the onset of pachynema. A dramatic change in the composition of sex-linked chromatin accompanies this chromosome-wide repression. From mid to late pachynema, spermatocytes display a hyper-accumulation of the variant histone H3.3 (Ochre shading and gradient) on the sex chromosomes (magenta) relative to autosomes (green). Concomitantly, the canonical histones H3.1/3.2 levels and elongating pSer2-RNAPII complex (grey gradients) appear depleted from the sex body by late pachynema. The loss of ARID1A dramatically alters the chromatin composition of the sex body, which features low H3.3 (yellow bar) association at levels indistinguishable from autosomes throughout pachynema. Concomitantly, canonical H3.1/3.2 and pSer2-RNAPII levels (grey bar) on the sex body remain abnormally stable throughout pachynema. These sex-linked chromatin aberrations, along with persistent transcription owing to the association of pSer2-RNAPII with mutant sex body, fail meiotic sex chromosome inactivation (MSCI) and, consequently, pachytene arrest. This defect also coincides with an abnormal loss of DMC1 (blue foci) localization to the unpaired sex chromatids in response to the loss of ARID1A. Therefore, along with transcriptional repression, ARID1A-governed chromatin dynamics appear to influence DNA repair on the sex chromosomes.

## Discussion

We previously demonstrated a spermatogenic requirement for the mammalian SWI/SNF complex based on its role in coordinating germline transcription (Menon et al., 2019). Furthermore, we showed that the SWI/SNF PBAF subcomplex activates genes essential for reductional meiosis and gamete formation (Menon et al., 2021). These data highlight that distinct SWI/SNF subcomplexes govern specific meiotic transitions.

Our current study demonstrates a requirement for the ARID1A-associated BAF (BAF-A) subcomplex for MSCI. It does so by promoting the accumulation of the variant histone H3.3 on the sex chromosomes at the onset of mid-pachynema, coinciding with the eviction of canonical histones H3.1/3.2 and RNA polymerase II from the sex body (Model, Figure 8). In contrast, when depleted of ARID1A, chromatin accessibility increased along with a deficiency of H3.3 and the continued presence of H3.1/3.2 and pSer2-RNAPII (an elongating form of RNA polymerase II) in the sex body. These data indicate that BAF-A helps define features distinguishing sex chromosomes from autosomes and that the absence of the BAF-A subcomplex during meiosis I results in the failure of MSCI during pachynema.

Although previous work described the association of H3.3 with the sex body (van der Heijden et al., 2007; Yuen et al., 2014) and its requirement for meiotic repression of sex-linked genes (Fontaine et al., 2022), our study revealed the need for BAF-A in the preferential localization of H3.3 to the sex body relative to autosomes. Interestingly, a similar role for BAF-A in promoting H3.3 incorporation occurs in human endometriotic cells (Reske et al., 2022). In this case, the genomic localization of H3.3 to super-enhancers required ARID1A. Our study describes the ARID1A-dependent localization of H3.3 at a chromosome-wide scale comprised of (i) local enrichment at intergenic loci and (ii) larger domains that resembled spreading much like that of *Xist* during female X chromosome inactivation (XCI) (Chaumeil et al., 2006). Interestingly, X chromosome inactivation (XCI) requires SWI/SNF subunits SMARCA4 and SMARCC1 in female mouse embryonic stem cells (mESC; Keniry et al., 2022). Here, SMARCC1 promotes XCI by increasing promoter accessibility of the inactive X chromosome (Xi). Although sex-linked chromatin accessibility is thought to increase during MACI (Maezawa et al., 2018b), our studies showed that BAF-A limits rather than enhances sex-linked chromatin accessibility at pachynema. These data highlight a mechanism that checks chromosome-wide relaxation during MSCI. The divergent outcomes of SWI/SNF-governed sex-linked chromatin accessibility during XCI and MSCI probably reflect noticeable sex-specific differences or arise from potentially perturbing distinct SWI/SNF subcomplexes.

Along with altered chromatin composition and structure, pachytene spermatocytes lacking ARID1A also displayed an abnormal association of pSer2-RNAPII (elongating form) with the sex body. Normally, total transcriptional output peaks towards the end of meiotic prophase-I, even with MSCI coinciding (Alexander et al., 2023; Ernst et al., 2019; Monesi, 1964). The dynamic switching from the paused (pSer5-RNAPII) to the elongating (pSer2-RNAPII) state of RNAPII drives this burst of transcription on autosomes (Alexander et al., 2023). The association of pSer2-RNAPII with the sex chromosomes without ARID1A renders them more autosome-like, underlying the defect in sex-linked gene repression. The BAF-A-governed H3.3 dynamics on the sex chromosomes may limit the switch from the paused to the elongating state of RNAPII. In a human cell culture model, ZMYND11, a known tumor suppressor and reader of Lysine 36 trimethylation on H3.3 (H3.3K36me3), suppresses RNAPII elongation (Wen et al., 2014). Whether similar H3.3 readers affect RNAPII pausing during meiosis in mice remains unknown.

The initiation and maintenance of MSCI are known to be regulated by DNA damage response (DDR) factors, ATR, and MDC1, respectively (Ichijima et al., 2011; Royo et al., 2013; Turner et al., 2004). However, ARID1A deficient pachytene spermatocytes appeared proficient in sex-linked DDR signaling, evidenced by the normal enrichment of ATR, γH2Ax, and MDC1 on the sex body. It is possible that BAF-A-mediated transcriptional repression of the sex chromosomes occurs independently of DDR signaling. However, given that the accumulation of ATR and MDC1 on the sex body precedes that of ARID1A, which only manifests late in diplonema, it is reasonable to hypothesize that DDR signaling might recruit BAF-A to the sex chromosomes.

ARID1A did not appear necessary for sex-linked DNA DSB formation. In contrast, the expected association of DMC1, the meiosis-specific DNA recombinase, with the asynapsed axes of the sex chromosomes do require ARID1A. Interestingly, sex-linked intergenic sites displaying an ARID1A-dependent enrichment of H3.3 appeared depleted for DMC1. Consistent with this antagonism, the loss of ARID1A resulted in the re-distribution of H3.3 to regions normally associated with DMC1. However, a subset of normal DMC1-associated regions (G4) displaying a distinct chromatin composition with little or no occupancy of H3.3 may undergo different dynamics of ARID1A regulation. Although only correlative, these data suggest that regions displaying a localized enrichment of H3.3 might be unfavorable for DNA repair. Determining the extent to which a deficiency in BAF-A activity might impede sex-linked DNA repair is challenging. RAD51 binding to the sex chromosomes remained stable without ARID1A, suggesting that some sex-linked DNA repair remains. Furthermore, RAD51 and DMC1 bind ssDNA at PRDM9/SPO11 designated DSB hotspots. However, these recombinases occupy unique domains. DMC1 localizes nearest the DSB breakpoint, promoting strand exchange, whereas RAD51 is further away (Hinch et al., 2020). Our data suggest that loss of ARID1A decreases DMC1 foci on the XY chromosomes without affecting RAD51. These findings indicate that BAF-A may play a role in the loading and/or retention of DMC1 to the XY chromosomes. Additionally, monitoring the formation of DMC1 and RAD51 foci early in meiosis I (Leptonema-Zygonema) in response to ARID1A loss would be interesting. However, this analysis would require a conditional mutation of *Arid1a* using a different *Cre* line. Nonetheless, our studies highlight a model in which BAF-A promotes meiotic progression by facilitating MSCI and DNA repair on the sex chromosomes.

## Materials and methods

.

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain (mouse)	*Arid1a^tm1Mag^*/Mmnc RRID:MMRRC_041418-UNC	Nat Commun. 2015 Jan 27;6:6118. (PMID:25625625)	MMRRC Stock number: 041418-UNC	Genotyping primers: *Arid1a^fl/+^* alleles - (F)- 5^'^ - CTAGGTGGAAGGTAGCTGACTGA –3^'^; (R) 5^'^ - TACACGGAGTCAGGCTGAGC –3^'^ (PCR product sizes- *fl*: 300 bp; *+*: 200 bp)
Strain (mouse)	*Stra8-Cre*RRID;IMSR_JAX:008208	Genesis. 2008 Dec;46(12):738–42 PMID:18850594	JAX Stock # 008208	*Stra8-Cre* - (F) 5^'^ -GTGCAAGCTGAACAACAGGA-3^'^, (R) 5^'^ -AGGGACACAGCATTGGAGTC-3^'^ (PCR product size- *Cre*: 150 bp)
Gene (mouse)	*Arid1a* cDNA	This Report		primers: (F)- 5^'^ - TCCAGTAAGGGAGGGCAAGAAGAT –3^'^; (R) 5^'^ - GTAGTTGGCGTTGGGCAAGGCATTA –3^'^ (PCR product sizes- *fl*: 612 bp; *Δ*: 281 bp)
Antibody	anti- ARID1A RRID:AB_1078205 (Rabbit polyclonal)	Millipore Sigma	Cat # HPA005456	IF (1:500) CUT&RUN (1:25)
Antibody	anti- ARID1A (clone D2A8U) RRID:AB_2637010 (Rabbit monoclonal)	Cell signaling technology	Cat # 12354	IF (1:500) CUT&RUN (1:25) WB (1:1000)
Antibody	anti- SYCP3 (Cor10G1f1/7) RRID:AB_10678841 (Mouse monoclonal)	Abcam	Cat # ab97672	IF (1:500)
Antibody	anti-phospho-Histone H2A.X, (Ser139) (clone JBW301) RRID:AB_309864 (Mouse monoclonal)	Millipore Sigma	Cat # 05–636	IF (1:1000)
Antibody	anti-ATR (N-19) RRID:AB_630893 (Goat polyclonal)	Santa Cruz Biotech	Cat # sc-1887	IF (1:50)
Antibody	anti-MDC1 RRID:AB_323725 (Sheep polyclonal)	AbD Serotec	AHP799	IF (1:500)
Antibody	anti-RNA pol II CTD phospho Ser-2 (clone 3E10) RRID:AB_2687450 (Rat monoclonal)	Active Motif	Cat # 61084	IF (1:500)
Antibody	anti- HORMAD1 (Guinea Pig polyclonal)	Gift from Dr. Atilla Töth, TU Dresden; Wojtasz et al., 2009	PMID:19851446	IF (1:600)
Antibody	anti- H3F3B (Clone 2D7-H1) RRID:AB_425473 (Mouse monoclonal)	Abnova	Cat # H00003021-M01	IF (1:200) CUT&RUN (1:25)
Antibody	anti- Histone H3.3 (Clone RM190) RRID:AB_2716425 (Rabbit monoclonal)	RevMAb Biosciences	Cat # 31-1058-00	WB (1:1000)
Antibody	anti- Histone H3.1/3.2 (clone 1DA4F2) RRID:AB_2793710 (Mouse monoclonal)	Active Motif	Cat # 61630	IF (1:500)
Antibody	anti-DAXX RRID:AB_2618529 (mouse monoclonal)	Developmental studies hybridoma bank	Cat # PCRP-DAXX-2B3	IF (1:10)
Antibody	anti-HIRA (clone WC119.2H11) RRID:AB_2793256 (Mouse monoclonal)	Active Motif	Cat # 39558	IF (1:100)
Antibody	anti- DMC1 (clone 2D5C9) RRID:AB_2882472 (Mouse monoclonal)	Proteintech	Cat # 67176–1-Ig	IF (1:200)
Antibody	anti- RAD51 RRID:AB_2665405 (Rabbit polyclonal)	Abcam	Cat # ab176458	IF (1:500)
Antibody	anti-Nucleolin RRID:AB_533463 (Rabbit polyclonal)	Bethyl	Cat # A300-711A	WB (1:2000)
Antibody	anti-mouse IgG, Alexa fluor 488 RRID:AB_2534088 (Goat polyclonal)	Thermo Fisher	Cat # A-11029	IF (1:500)
Antibody	anti-rabbit IgG, Alexa fluor 568 RRID:AB_10563566 (Goat polyclonal)	Thermo Fisher	Cat # A-11036	IF (1:500)
Antibody	anti-goat IgG, Alexa fluor 633 RRID:AB_2535739 (Donkey polyclonal)	Thermo Fisher	Cat # A-21082	IF (1:500)
Antibody	anti-sheep IgG, Alexa fluor 594 RRID:AB_2534083 (Donkey polyclonal)	Thermo Fisher	Cat # A-11016	IF (1:500)
Antibody	anti-guinea pig IgG, Alexa fluor 568 RRID:AB_2534119 (Goat polyclonal)	Thermo Fisher	Cat # A-11075	IF (1:500)
Antibody	anti- rat IgG, Alexa fluor 488 RRID:AB_2534074 (Goat polyclonal)	Thermo Fisher	Cat # A-11006	IF (1:500)
Antibody	anti-mouse IgG1, Alexa fluor 647 RRID:AB_2535809 (Goat polyclonal)	Thermo Fisher	Cat # A-21240	IF (1:500)
Antibody	anti- rabbit IgG, Alexa fluor 488 RRID:AB_143165 (Goat polyclonal)	Thermo Fisher	Cat # A-11008	IF (1:500)
Antibody	anti-mouse IgG2b, Alexa fluor 647 RRID:AB_2535811 (Goat polyclonal)	Thermo Fisher	Cat # A-21242	IF (1:500)
Antibody	anti- rabbit IgG, Alexa fluor 647 RRID:AB_2535813 (Goat polyclonal)	Thermo Fisher	Cat # A-21245	IF (1:500)
Antibody	anti-mouse IgG2a, Alexa fluor 647 RRID:AB_2535810 (Goat polyclonal)	Thermo Fisher	Cat # A-21241	IF (1:500)
Antibody	IRdye 800CW anti-rabbit RRID:AB_2651127 (Goat polyclonal)	LI-COR	Cat # 925–32211	WB (1:10,000)
Antibody	AffiniPure anti-Mouse IgG (H+L) RRID:AB_2340033 (Rabbit polclonal)	JacksonImmunoResearch	Cat # 315-005-003	CUT&RUN (1:100)
Antibody	anti-Rabbit IgG (H+L) RRID:AB_11024108 (Guinea pig polyclonal)	Novus biologicals	Cat # NBP1-72763	CUT&RUN (1:100)

### Generation of *Arid1a* conditional mutant mice

Generation of the *Arid1a^tm1Mag^*/Mmnc mutant allele was previously described (Chandler et al., 2015). The mice are available through the regional mutant mouse resource and research center (MMRRC; Stock number: 041418-UNC; https://www.mmrrc.org). *Arid1a* floxed mice (*Arid1a^tm1Mag/^Mmnc*) exist on a CD1 genetic background. Crosses with testes-specific *Stra8-Cre* mice (expressed in P3 spermatogonia) (Sadate-Ngatchou et al., 2008) resulted in conditional knockouts. *Arid1a*^fl/fl^; Stra8- Cre Tg/0 females were crossed to either *Arid1a*^fl/+^ or *Arid1a*^fl/fl^ males to obtain *Arid1a*^fl/fl^; Stra8-Cre Tg/0 (*Arid1a* cKO) and either *Arid1a*^fl/fl^ or *Arid1a*^fl/+^ (*Arid1a* WT) males. Haploinsufficiency associated with *Arid1a* negated the possibility of transmitting the Cre through the paternal germline. Genotyping primers: *Arid1a^fl/+^* alleles - (F)- 5^'^ - CTAGGTGGAAGGTAGCTGACTGA –3^'^; (R) 5^'^ - TACACGGAGTCAGGCTGAGC –3^'^ (PCR product sizes- *fl*: 300 bp; *+*: 200 bp), and *Stra8-Cre* - (F) 5^'^ -GTGCAAGCTGAACAACAGGA-3^'^, (R) 5^'^ -AGGGACACAGCATTGGAGTC-3^'^ (PCR product size- *Cre*: 150 bp). Mice were housed with a 12 hr light cycle (temperature - 20-24^o^ C, humidity - 30–70%). All animal work followed approved UNC Chapel Hill IACUC protocols.

### Histology

*Arid1a* WT and *Arid1a* cKO testes and cauda epididymites were fixed overnight in Bouins solution (Fisher Scientific Ricca chemical; 11–201) at 4^o^ C, followed by dehydration in ethanol series (50%, 70%, and 100%) before embedding in paraffin. The animal histopathology core prepared stained tissue sections (hematoxylin and eosin for cauda epididymites; Periodic acid-Schiff for testes). Staining and morphology determined seminiferous tubule staging (Ahmed and Rooij, 2009; Meistrich and Hess, 2013). A summary of staging is provided (Figure 2—figure supplement 2—source data 1).

### Immunofluorescence staining of testis cryosection and spermatocyte spreads

Testes cryosections and spermatocyte spreads from juvenile (P18, P19, and P26) and adult *Arid1a* WT and *Arid1a* cKO mice were examined with indirect immunofluorescence (IF). 8–10 μm thick cryosections of testes were prepared using published methods (Menon et al., 2021). Whole testes were fixed in 10% neutral buffered formalin (NBF) at 4°C for 20 min. They were cut in half, followed by 40 min of incubation in 10% NBF. Fixed tissues were washed three times (10 min per wash) in room temperature (RT) phosphate-buffered saline (PBS) pH7.4. The tissues were then treated with a series of sucrose washes - 10% (30 min), 20% (30 min), and 30% (1 hr). Tissues were then incubated at 4°C overnight in a 1:1 ratio of a solution of 30% sucrose/optimum cutting temperature (OCT, Tissue-Tek; 62550–01), followed by embedding in OCT, sectioning, and storage at –80° C. Before immunostaining, cryosections were thawed on a heating block at 42° C, rehydrated for 10 min in PBS, and incubated in 10 mM citric acid buffer (pH6.0) for 10 min at 80–90°C (antigen retrieval), during which addition of fresh citrate buffer (80–90°C) occurred every 2 min, and then allowed to cool for 20 min. For immunostaining, cryosections were incubated overnight in a humidified chamber with primary at 4°C and then followed by a secondary antibody incubation at RT for 1 hr (see Key Resource Table for antibody source). Sera were diluted with antibody dilution buffer in PBS (ADB: 3% bovine serum albumin; 10% goat serum; 0.5% Triton-X 100). Two identical blocking steps preceded antibody incubations. These steps involved sequential incubations in (i) PBS, (ii) PBS/0.1% Triton-X 100, and (iii) blocking solution (1:10 dilution of ADB in PBS) for 10 min each at RT. Immunostained slides were washed twice in Kodak Photo-Flo 200 (PBS/0.32%), counterstained with DAPI, washed again in PBS/0.32% Photo-Flo 200, and then mounted in Prolong Gold antifade medium (P-36931; Life Technologies).

Spermatocyte spreads were prepared as previously described (Gray et al., 2020) with minor modifications. Briefly, seminiferous tubules were incubated in hypotonic buffer (30 mM Tris pH8.2, 50 mM Sucrose, 17 mM Trisodium dihydrate, 5 mM EDTA, 0.5 mM DTT, 0.1 mM PMSF) for 10–20 min on ice. Tubules were minced in 100 mM sucrose (200 µL/testis) until the solution turned turbid. The resulting cell suspension was isolated, avoiding tissue debris, and held on ice. Cells were fixed and spread by dropping 20 µL of cell suspension directly onto glass slides coated with paraformaldehyde solution (1% Paraformaldehyde; 0.15% Triton X-100; 625 nM Sodium Borate, pH 9.2). Uniform spreading was ensured by tilting the slides along the near and opposite edges. Next, slides were incubated in a humidified chamber for 1 hr, following which they quickly air-dried and then washed two times in PBS/0.32% Photo-Flo 200 and once in H_2_O/0.32% Photo-Flo 200. Air-dried slides were immediately processed for immunostaining as described above for cryosections or stored at - 80°C. Immunostained spreads were washed 2 x with PBS/0.32% Photo-Flo 200, counterstained with DAPI, and washed again with Photo-Flo 200. Stained spreads were mounted in Prolong Gold antifade medium. The list of antibodies for IF is provided in the Key Resource Table. The Leica Dmi8 fluorescent microscope was used to capture images. Z-stacks were deconvoluted using Leica Dmi8 image software (Huygens essentials version 20.04). Some whole immunofluorescence image panels with low visibility (see figure legends 3,5 and figure Supplement legends 4,6,7) were enhanced to increase brightness.

Fluorescence intensity measurements and object (foci) counting were performed with Fiji (Schindelin et al., 2012). RNAPII (pSer2) IF signal intensities were measured using the method described previously (Menon et al., 2021). Briefly, pixel intensities were recorded from regions of interest (ROI), which include the sex chromosomes (sex body) and an area lacking cells (background fluorescence). Corrected total RNAPII-pSer2 fluorescence (CTRF) was calculated using the method previously described (here), where CTRF = Integrated density associated with sex body – (Area of sex body x Mean fluorescence of background).

For counting axial DMC1 foci, images were cropped to an area encompassing the sex chromosomes. Cropped images were converted to 8-bit grayscale, and the DMC1 fluorescent channel selected for further processing. An ROI was set, manual thresholding was performed to select DMC foci, and noise (speckles) removed using the Fiji median filter tool with a radius set to 2.0–4.0. Finally, DMC1 was enumerated with the count particles tool. Statistical significance was calculated using an unpaired student’s t-test. Metadata associated with the quantification of RNAPII (pSer2) fluorescence and DMC1 foci are provided (Figure 7—source data 1).

### Preparation of acid-extracted histones and western blotting

Histones from P19 *Arid1a* WT and *Arid1a* cKO spermatogenic cells were acid-extracted using published methods (Shechter et al., 2007). Seminiferous tubules were digested in 1 mL of Enriched Krebs-Ringer Bicarbonate (EKRB) Medium (EKRB salts - 1.2 mM KH_2_PO_4_, 1.3 mM CaCl_2_, 119.4 mM NaCl, 4.8 mM KCl, 1.2 mM MgSO_4_, 11.1 mM Dextrose; 25.2 mM NaHCO_3_; 1 X essential amino acids -Invitrogen, 11130051; 1 X non-essential amino acids-Gibco,11140050) supplemented with 0.5 mg/mL collagenase (10 min, rotated at 32 °C). Digested tubules sedimented by gravity for 5 min at RT. The supernatant was removed, tubules were resuspended in 1 mL EKRB medium, and then settled for 5 min at RT. The sedimented tubules were transferred to 1 mL EKRB medium supplemented with 0.025% trypsin and 4 µg/mL DNase-I. The suspension was incubated for 10 min on a rotator at 32°C. Digestion was halted with 10% Fetal bovine serum (FBS), and single-cell suspensions were prepared by pipetting the slurry and then filtering it sequentially through 70 µm and 40 µm filters. Cells were pelleted at 600 × *g* for 5 min, washed once in PBS, and processed for histone extraction. Briefly, cell pellets were resuspended in 1 mL hypotonic lysis buffer (10 mM Tris-Cl pH8.0, 1 mM KCl, 1.5 mM MgCl_2_, 1 mM DTT) and incubated on a rotator at 4°C for 30 min. Nuclei were pelleted at 10,000 × *g* for 10 min at 4^o^ C. Nuclear pellets were resuspended in 400 µL 0.2 N HCl and incubated for 1 hr at 4 °C, followed by centrifugation at 14,000 × *g* for 10 min at 4°C to isolate supernatants containing histones that were precipitated with Trichloroacetic acid (TCA), and then added to the nuclear suspension at a final concentration of 33% and incubated on ice for 30 min. Precipitated histones were pelleted at 14,000 × g for 10 min at 4°C and washed two times in 1 mL ice-cold acetone. Finally, washed histones were air-dried at RT for 20 min and resuspended in 100 µL ddH_2_O. Histones were separated on a 15% SDS-polyacrylamide gel for Western blots and transferred to a PVDF (Polyvinylidene Difluoride) membrane using a semi-dry transfer apparatus (Bio-Rad). Sample loading was assessed by REVERT total protein stain (LI-COR, 926–11010). Blots were scanned on a LI-COR Odyssey CLx imager and viewed using Image Studio Version 5.2.5. Antibodies and their corresponding dilutions are listed in the Key Resource Table.

### Isolation of pachytene spermatocytes by the Sta-Put method of unit gravity and western blotting

Pachytene spermatocytes were purified from *Arid1a* WT and *Arid1a* cKO adult testis by the unit gravity sedimentation procedure using a Sta-Put apparatus (Bellvé, 1993; O’Brien, 1993). Testis from at least 12 adult males (>P60) were dissected into EKRB, decapsulated, and digested in 0.5 mg/mL collagenase for 15 min at 32°C. The resulting tubules were gently washed with EKRB and digested with 0.25 mg/ml trypsin supplemented with 4 µg/mL DNase for 15 min at 32°C. Following trypsin incubation, additional DNase (4 µg/mL) was added to reduce viscosity further. Samples were triturated for 3 min with a plastic transfer pipet to fragment flagella, break intercellular bridges between germ cells, and further disperse cells into suspension. Trypsin digestion was stopped by adding 0.25 mg/mL trypsin inhibitor (Sigma/EPRO, T9003), and cell aggregates were removed by filtration using 40 µm cell strainers. Cells from the flow-through were pelleted at 500 × *g* for 5 min at 4°C, resuspended in EKRB +0.5% BSA, and adjusted to a 3.33x10^8^ cells/mL density. 10^9^ cells from this single-cell suspension were loaded onto a 2–4% linear BSA gradient and allowed to sediment in the Sta-Put apparatus at 4°C. After 2 hr and 40 min of undisturbed sedimentation, 10 ml fractions were collected at 45 s per tube. Fractions were pelleted at 500 × *g* for 5 min at 4 °C and resuspended in 1 ml EKRB +0.5% BSA. Fractions containing >80% pachytene spermatocytes were identified by light microscopy, pooled, and stored in cryoprotective media (DMEM supplemented with 10%FBS and 20%DMSO) at –80°C pending further analysis.

Pachytene spermatocytes obtained were resuspended in RIPA buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 1% NP-40, 0.5% Sodium deoxycholate, 0.1% SDS, 5 mM NaF, 1 mM Na_3_VO_4_, 1 mM Phenylmethylsulfonyl fluoride (PMSF), 1 X Protease inhibitor cocktail (Sigma)) at 4 °C and sonicated for 15 min followed by centrifugation at 12000 x *g* for 10 min at 4°C. Western blotting was performed by separating samples in 5% SDS-polyacrylamide gel and transferring to PVDF (polyvinylidene difluoride) membranes (Bio-Rad) overnight. Blots were scanned on a LI-COR Odyssey CLx imager. Image Studio Version 5.2.5 was used to view blots and quantify band intensity. Antibodies and their corresponding dilutions are listed in the Key Resource Table.

### Flow cytometry

To analyze isolated spermatocytes, the cells were resuspended in Hank’s balanced salt solution (HBSS) (10^6^ cells/ml) at 4 °C and stained with Live-or-Dye 615/740 fixable viability stain (Biotium) for 30 min. After washing the cells three times with HBSS, they were fixed for 1 hr and permeabilized using eBioscience Foxp3 /Transcription Factor Staining Buffer Set (ThermoFisher). DNA was stained using Vybrant DyeCycle Violet Stain (Thermo Fisher; 1:1000) and analyzed by flow cytometry using LSRFortessa (BD Biosciences). FCS files were obtained and analyzed using FlowJo software.

### RNA extraction and RT-PCR

Total RNA was isolated in TRIzol reagent (Invitrogen, 15596026) from Sta-Put purified fractions enriched for pachytene spermatocytes and round spermatids. The extracted RNA was purified using the Direct-zol RNA kit (Zymo, R2050). cDNA was synthesized using a random primer mix (New England Biolabs, S1330S) and ProtoScript II reverse transcriptase (New England Biolabs, M0368L). RT-PCR was performed on 1:10 cDNA dilutions using Sso Fast EvaGreen supermix (Bio-Rad, 172–5280) on a thermocycler (Bio-Rad, C1000). Amplicons associated with either floxed or excised *Arid1a* cDNA’s were detected using primers: (F)- 5^'^ - TCCAGTAAGGGAGGGCAAGAAGAT –3^'^; (R) 5^'^ - GTAGTTGGCGTTGGGCAAGGCATTA –3^'^ (PCR product sizes- *fl*: 612 bp; *Δ*: 281 bp).

### RNA-seq

RNA was extracted and purified in quadruplicate from frozen pellets of *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes obtained by Salmony Sta-Put gravity sedimentation using the abovementioned methods. All samples displayed RNA integrity number (RIN) >7.0 as determined by Agilent Tapestation (High sensitivity RNA screen tape). Sequencing libraries were prepared from 1 µg of total RNA using a Kapa mRNA HyperPrep kit (Roche, KK8580) per the manufacturer’s instruction. Libraries were quantified using Qubit dsDNA Hs assay kit (Invitrogen, Q32854) pooled at equimolar concentrations, and sequenced on a single lane of the Illumina NovaSeq 6000 S Prime flow cell (50 bp reads, paired-end).

### RNA-seq data analysis

Gene expression was quantified using Salmon (Patro et al., 2017). Transcript counts at the gene level were summarized using tximport (Soneson et al., 2016) and then imported to perform a differential gene expression analysis using DESeq2 (Love et al., 2014). The mouse (mm10) gene/transcript annotations were retrieved using AnotationDbi (Pàges et al., 2021) and *TxDb.Mus musculus.UCSC.mm10.known gene* (Bioconductor Core Team, 2019) R packages from Bioconductor. Low-count genes (<10 reads) were pre-filtered, and significant differences in counts were called at a false discovery rate (FDR)≤0.05. Figure 2—source data 2 lists differentially expressed genes.

### CUT&RUN (cleavage under targets and release using nuclease)

CUT&RUN assays were performed on cryopreserved *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes (500,000 cells/genotype) obtained by Sta-Put, using a slightly modified version of previously described methods (Meers et al., 2019; Skene and Henikoff, 2017). For ARID1A, CUT&RUN was performed in triplicates per genotype with two different antibodies. H3.3 CUT&RUN was performed in duplicates on *Arid1a* WT and triplicates on *Arid1a* cKO samples.

Aliquots of cryopreserved *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes were quickly thawed in a water bath at RT, pelleted at 600 × *g* for 5 min, and washed [wash buffer: 20 mM HEPES(Na) pH7.5, 150 mM NaCl, 0.5 mM spermidine, EDTA-free protease inhibitor] three times. Cells were gently resuspended in wash buffer and bound to Concanavalin-A-coated magnetic beads (20 µL beads/500,000 cells) by mixing on a rotator for 15 min. The bead slurry was separated using a magnet followed by permeabilization in 50 µL antibody buffer (wash buffer +0.05% Digitonin +2 mM EDTA) per sample in 0.2 mL 8-strip PCR tubes. Primary antibody was added to the samples and incubated on a nutator at 4°C overnight. Cells were then separated using a magnet, washed two times in 200 µL Dig-wash buffer (wash buffer +0.05% Digitonin), and incubated with a secondary antibody prepared in 50 µL of Dig-wash buffer/sample for 30 min on a nutator at 4°C. After antibody incubations, samples were washed twice in 200 µL Dig-wash buffer and then incubated on a nutator at 4°C with 50 µL Dig-wash buffer containing 1000 ng/mL Protein A/G Micrococcal Nuclease (pA/G-MNase) for 1 hr. Following this, samples were washed twice in 200 µL Dig-wash buffer, resuspended in 50 µL Dig-wash buffer, cooled down to 0°C, and supplemented with CaCl_2_ at a final concentration of 2 mM to activate MNase. Samples were digested at 0 °C for 40 min. The resulting chromatin fragments were extracted from the bead slurry by incubating in 2 X STOP buffer (340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 0.05% Digitonin, 100 µg/mL RNase A) at 37°C for 30 min. DNA was purified using ChIP DNA clean and concentrator kit (Zymo, D5205). Libraries were prepared using the Kapa Hyperprep kit (Roche, KK8504), examined for size, and quantified on an Agilent 2100 bioanalyzer using the high-sensitivity DNA kit (Agilent, 5067–4626). The libraries were pooled in equimolar amounts and sequenced on a single lane of the Illumina NovaSeq 6000 S Prime flow cell (50 bp reads, paired-end). Antibody details are listed in the Key Resource Table. The pA/G-MNase (Addgene ID: 123461) used for the CUT&RUN experiments was purified at UNC-Chapel Hill’s Protein Expression and Purification core.

### CUT&RUN data analysis

CUT&RUN data analyses were performed as previously described (Menon et al., 2021). Briefly, fastq files were analyzed with fastqc (version 0.11.9), then processed with TrimGalore (version 0.6.2) keeping the --trim-n option. Trimmed reads were aligned to mm10 (mouse) reference genome using bowtie2 (Langmead and Salzberg, 2012) parameters: bowtie2 --very-sensitive-local --no-mixed --no-unal --dovetail --no-discordant. Alignments were outputted in BAM format using samtools (Li et al., 2009) and filtered for PCR duplicates using Picard tools, MarkDuplicates (https://broadinstitute.github.io/picard/). Deduplicated BAM files were used to generate bigWig files filtered for ENCODE mm10 blocked regions (Amemiya et al., 2019) with DeepTools, bamCoverage (Ramírez et al., 2016) with the following options: -bs 30 --smoothLength 60 -bl --scaleFactor. The option --scaleFactor was used to normalize for composition bias between CUT&RUN libraries generated from *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes.

csaw (Lun and Smyth, 2016) derived normalization factors (nf) were used to calculate the effective library size (library size X nf). The inverse of the effective library size per million was supplied to --scaleFactor to generate normalized bigWig files. Peak calling was performed with MACS2 (version 2.1.2) with options: -f BAMPE --broad --broad-cutoff 0.05 --keep-dup all, on filtered BAM files associated with ARID1A and H3.3 relative to an IgG control previously generated from pachytene enriched populations obtained from P18 testes (Chakraborty and Magnuson, 2022). Peak overlaps across replicates were determined using bedtools intersect (Quinlan and Hall, 2010). Peak calls are provided in Figure 5—figure supplement 2—source data 1. Peaks were annotated using HOMER (version 4.9.1), annotatePeaks.pl. Replicate bigWig files were averaged using WiggleTools (Zerbino et al., 2014). Averaged bigWig files generated heatmaps with DeepTools, computeMatrix, and plotHeatmap. Data was visualized on Integrative Genomics Viewer (Robinson et al., 2011).

### ATAC-seq

Cryopreserved aliquots of *Arid1a* WT and *Arid1a* cKO pachytene spermatocytes were processed in quadruplicate for ATAC-seq using the standard Omni-ATAC protocol (Corces et al., 2017) with minor changes. These involved increasing the cell number to 100,000 per replicate, using Diagenode tagmentase (loaded Tn5 transposase, C01070012) and Diagenode 2 X tagmentation buffer (C01019043). Libraries were quantified using NEBNext kit for Illumina (New England Biolabs, E7630S), pooled at equimolar amounts, and sequenced on a single lane of the Illumina NovaSeq 6000 S Prime flow cell (50 bp reads, paired end).

### ATAC-seq data analysis

After analyzing the quality of fastq files with fastqc (version 0.11.9), they were processed with TrimGalore (version 0.6.2), keeping the --trim-n option. Alignments to mm10 reference genome were performed with bowtie2 (Langmead and Salzberg, 2012) parameters: bowtie2 --very-sensitive -X 2000, and outputted in BAM format using samtools. Resultant BAM files were filtered for PCR duplicates using Picard tools, MarkDuplicates, and mitochondrial reads using samtools view (code: samtools view -h Dedup.bam | grep -v 'chrM' | samtools view -b -h -f 0 x2 - | samtools sort >Dedup_noChrM.bam). Filtered BAM files were used to call peaks with MACS2 (parameters: -f BAMPE -n de -q 0.05 --nomodel --nolambda --keep-dup all) and generate normalized bigWig files with DeepTools, bamCoverage (options: -bs 30 --smoothLength 60 -bl --normalized using RPKM). Peak overlaps across replicates were determined using bedtools intersect (Quinlan and Hall, 2010). Peak calls are provided in (Figure 4—source data 1). Peak annotation (annotatePeaks.pl) and motif analyses (findMotifsGenome.pl) were performed with HOMER (version 4.9.1). PRDM9 motif frequency near ATAC-seq peaks was determined using HOMER annotatePeaks.pl with options: -size 20000 -hist 10. Replicate bigWig files were averaged using WiggleTools (Zerbino et al., 2014). Averaged bigWig files generated heatmaps with DeepTools, computeMatrix, and plotHeatmap. Data was visualized on Integrative Genomics Viewer (Robinson et al., 2011).

## Data Availability

Sequencing data have been deposited in GEO under the accession code GSE225612. All data generated or analyzed during this study are included in the manuscript and supporting files. RNA-seq, CUT&RUN, and ATAC-seq data generated in this study are deposited with GEO (Gene Expression Omnibus) under accession number GSE225612. DMC1 SSDS (GSE35498), RAD51 SSDS (GSE143582), and H3K4me3 ChIP-seq (GSE89502) datasets were previously published (Brick et al., 2012; Hinch et al., 2020; Maezawa et al., 2018a; Maezawa et al., 2018b) and are available on GEO. The following dataset was generated: MenonDU ChakrabortyP MurciaN MagnusonT 2024ARID1A governs silencing of sex-linked transcription during male meiosis in the mouse.NCBI Gene Expression OmnibusGSE22561210.7554/eLife.88024PMC1159453339589400 The following previously published datasets were used: BrickK SmagulovaF KhilP Camerini-OteroR PetukhovaG 2012Genetic recombination is directed away from functional genetic sites in miceNCBI Gene Expression OmnibusGSE3549810.1038/nature11089PMC336739622660327 VersariS LonginottiG BarenghiL MaierJ BradamanteS 2013Expression data from SPHINX (SPaceflight of Huvec: an INtegrated eXperiment)NCBI Gene Expression OmnibusGSE43582 MaezawaS HasegawaK KartashovA BarskiA NamekawaS 2018SCML2 establishes germline-specific bivalent domainsNCBI Gene Expression OmnibusGSE89502

# Supplementary material for: ARID1A governs the silencing of sex-linked transcription during male meiosis in the mouse
**Source:** eLife. 2024 Nov 26;12:RP88024. doi: 10.7554/eLife.88024
**Supplement:** Figure 2—source data 1. — There is no significant difference in the numbers of undifferentiated spermatogonia expressing PLZF in 1-month-old Arid1a cKO relative to Arid1afl/fl males.

Figure 2-Source Data 1: Wild-type and Mutant PLZF Positive Spermatogonia

| Section # | Number of PLZF+ spermatogonia | #Number of tubules examined | PLZF+  Spg/tubule | Average | SEM |
| --- | --- | --- | --- | --- | --- |
| WT1 | 648 | 91 | 7.12 | 8.87 | 1.33 |
| WT2 | 832 | 104 | 8 |  |  |
| WT3 | 782 | 68 | 11.5 |  |  |
| KO1 | 1005 | 91 | 11.04 | 10.45 | 0.49 |
| KO2 | 728 | 80 | 9.1 |  |  |
| KO3 | 883 | 82 | 10.76 |  |  |
| KO4 | 415 | 43 | 9.65 |  |  |
| KO5 | 149 | 12 | 12.41 |  |  |
| KO6 | 243 | 25 | 9.72 |  |  |

No significant difference in the numbers of undifferentiated spermatogonia expressing PLZF in 1-month-old *Arid1a*c KO *relative to Arid1a*^fl/fl^ males. SEM: Standard error of measurement.

# Supplementary material for: ARID1A governs the silencing of sex-linked transcription during male meiosis in the mouse
**Source:** eLife. 2024 Nov 26;12:RP88024. doi: 10.7554/eLife.88024
**Supplement:** Figure 5—figure supplement 1—source data 2.

## Figure 5-Figure Supplement 1-raw source data labeled 3.pdf

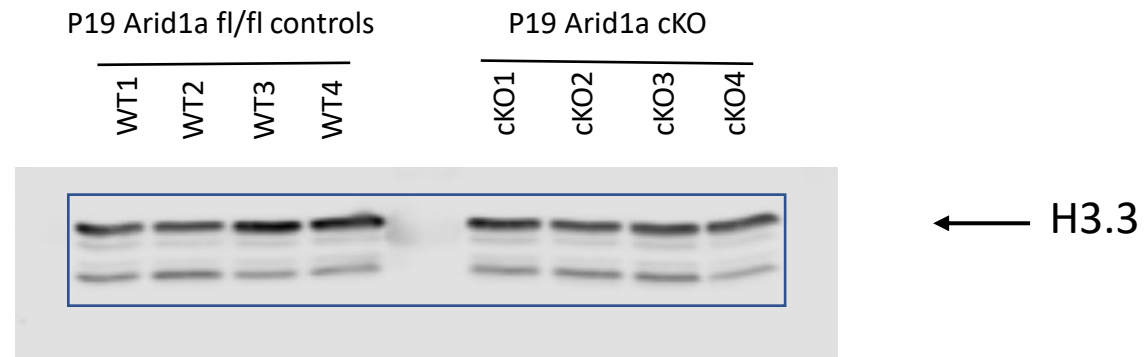

File name: Figure 5-Figure Supplement 1-raw source data labeled 3\_Panel-1\_H3.3Blot

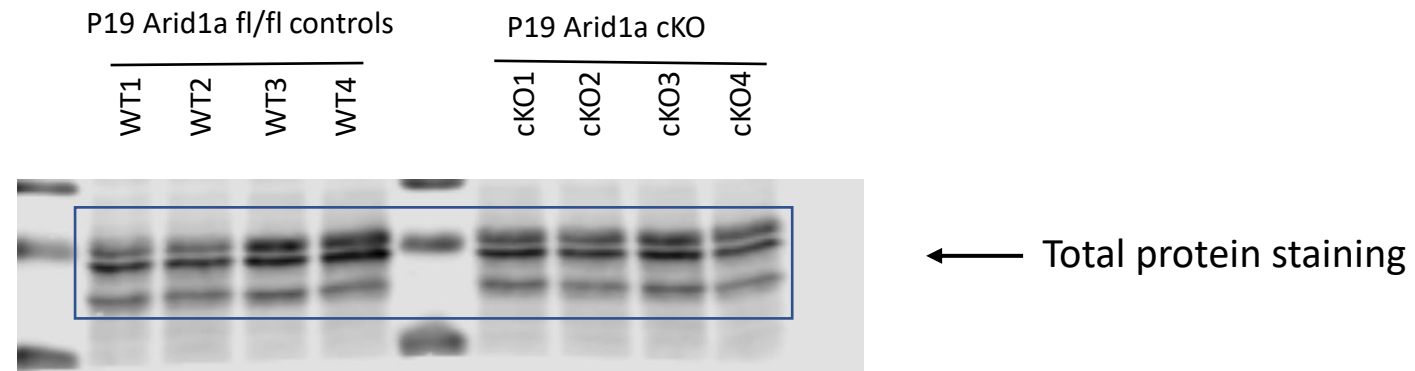

File name: Figure 5-Figure Supplement 1-raw source data labeled 3\_Panel-2\_total\_protein\_H3.3Blot

# Supplementary material for: ARID1A governs the silencing of sex-linked transcription during male meiosis in the mouse
**Source:** eLife. 2024 Nov 26;12:RP88024. doi: 10.7554/eLife.88024
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | **Key Resource Table** |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | **Key Resource Table** |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | **Key Resource Table** |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | **Key Resource Table**  **Materials and Methods**  **Age of mice: Figure legends** |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | **Materials and Methods** |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | **Figure Legends** |  |
| Randomisation |  | **N/A** |
| Blinding |  | **N/A** |
| Inclusion/exclusion criteria |  | **N/A** |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | **Figure Legends** |  |
| Define whether data describe technical or biological replicates. | **Figure Legends** |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | **N/A** |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | **Ethics Statement** |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | **N/A** |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | **N/A** |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | **N/A** |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | **Figure Legends** |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | **Data Availability** |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | **Data Availability** |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | **Data Availability** |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | **Figure Legends, Materials and Methods** |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | **N/A** |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | **N/A** |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | **None** |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

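RNA-seq libraries of Sta-Put purified pachytene spermatocytes were compared between 4 *Arid1a* WT and 4 *Arid1a* cKO samples. The genotype and replicate number of each sample were taken from its label, and every column of the deposited tables was matched to a sample by genotype and number, with 0 columns left out.

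The authors quantified reads with Salmon and summed transcripts to Entrez genes with tximport, using the mm10 gene annotation, and deposited estimated counts per gene that were not scaled for library size or transcript length. The authors also deposited TPM, which Salmon scales to the whole library. Their table of differentially expressed genes holds log2 fold changes with standard errors, p-values and adjusted p-values that the authors obtained with DESeq2 after removing genes under 10 reads. All other values were computed from the estimated counts and TPM. Of the 21058 genes, 21036 had a RefSeq record of GRCm38.p6, the patch release of the build that mm10 names, and coordinates are from that record. Chromosomes were those of the authors' deposited table where it lists the gene, and of RefSeq otherwise. The sharing of 31-base words between genes, and the GC content and length of each gene's longest transcript, were computed from GENCODE M21 transcripts.

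Estimated counts were rounded to whole numbers, although the design had been written for whole counts. Genes with at least 10 counts summed over the 8 libraries were tested with edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest, genotype as the only factor) in R 4.3.3, and called at a Benjamini-Hochberg adjusted p of 0.05 or less. The standard error of a log2 fold change was the fold change divided by the square root of the F statistic. CPM values were scaled by the TMM-adjusted library sizes, and log2 CPM used a prior count of 2. Differences of chromosome medians, shares of counts and means of marker sets were tested by two-sided exact permutation over the 70 assignments of 8 libraries to groups of 4, for which the smallest p is 0.0286. Sex-linked genes were tested as a set with camera in limma 3.58.1. Autosomal marker genes of 7 groups of testis cell types were compared in the same way.

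On simulated counts for 17519 genes with 200 genes changed 2-fold, edgeR recovered 90.0% of the changed genes, and 7.22% of its calls were unchanged genes. DESeq2 1.42.0 recovered 89.5%, and limma on log2(TPM + 1) recovered 91.0%. With no shift of X-linked genes simulated, their median differed from the autosomal one by -0.000355 (exact permutation test, p = 0.743). A shift of 1 log2 unit was then added to the fitted values of X-linked genes, not to the counts. The difference became 1.00 (exact permutation test, p = 0.0286), a result fixed in advance that tests neither the model nor the normalization.

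Libraries held 15850961 to 22044507 counts. A gene at or under 3 counts in every library of a genotype was set to a floor of 3 counts, which covers counting error only.

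The alternatives were DESeq2, library size without TMM, TMM factors from autosomal genes, DESeq2 size factors within edgeR, filterByExpr, no filter beyond 1 count, at least 10 counts in every library, the replicate number as a block, offsets for transcript length recovered from the counts and TPM, limma on log2(TPM + 1) and log2(TPM + 0.1), an adjusted p of 0.01, protein-coding genes only, and each library left out in turn. Same-numbered *Arid1a* WT and *Arid1a* cKO samples are paired only by the number in their labels and come from different animals.

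The main tests, the alternatives listed above, the marker genes and the rule for the genes named were set before the data were examined. DESeq2 with recovered length offsets and most tests of explanations were chosen later. The genes named were *Arid1a*, genes the paper names that were in the counts, 8 Y-linked genes, and the genes with the largest changes among those called, with an average log2 CPM of 1 or more and no overlap between genotypes. Of the last kind, 5 sex-linked and 3 autosomal genes with the largest rise were taken, with 3 of each for the largest fall. *Atp2b3* and the other weakly expressed genes named for a fall of over 2 log2 units, and the genes named from the marker sets, were chosen after their values were seen. Not every gene the rule takes in is reported here. The ATAC-seq, CUT&RUN, immunofluorescence and western blot experiments were not analysed here. Tables were summarised and plotted in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.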

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

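The tests of library size, GC content and single markers for the spermatid markers were chosen after their shift had been seen.

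In each genotype, 62 measures were examined for a library far from the other 3 (Dixon's test for 4 samples, at its 95% critical value). Of the 124 groups of 4 libraries, 9 passed, where chance gives about 6.2. In *Arid1a* WT, replicate 4 was low for the mean of the spermatogonia markers (gap divided by range 0.90, at 3.35 log2 CPM against 3.4 to 3.41), high for *Stra8* (0.952, at 14.1 CPM against 12.4 to 12.5) and the only one with counts for *Gm14685* (1). Replicate 3 was high for *Prdm9* (0.930, at 5.17 CPM against 2.7 to 2.87) and low for *Ddx3y* (0.842, at 5.42 CPM against 7.19 to 7.52). Replicate 2 was high for *Setdb1* (0.867, at 129 CPM against 121 to 122), and replicate 1 was high for *Uty* (0.952, at 3.91 CPM against 2.91 to 2.96). In *Arid1a* cKO, replicate 4 was low for *Ncl* (0.935, at 138 CPM against 148 in the other 3) and replicate 2 was low for *Zfy2* (0.854, at 16.7 CPM against 19.6 to 20.1). A mislabelled library was weighed for all of these, and all 4 *Arid1a* cKO libraries had less *Arid1a* RNA than every *Arid1a* WT library. The copies of *Gm14685* share nearly all of their sequence, so reads assigned to one copy or another cannot be told apart from a change in 1 library. No biological explanation was tested, because the libraries of a group share their condition.

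The paper examined spermatogonia, early spermatocytes and round spermatids in testes by other assays, and its text does not discuss marker genes of these cells as a set in the RNA-seq data. Autosomal markers of 4 groups of cells were higher in *Arid1a* cKO than in *Arid1a* WT, with every *Arid1a* cKO library above every *Arid1a* WT library. The mean log2 fold change was 2.08 for round and elongating spermatids, 0.84 for macrophages and blood, 0.24 for leptotene and zygotene spermatocytes and 0.18 for spermatogonia (exact permutation test, p = 0.0286 for each, and 0.0286 after Benjamini-Hochberg adjustment over 7 sets). Means over the spermatogonia and leptotene sets hide opposite changes, since *Id4* fell by 2.65 and *Spo11* fell by 2.68 log2 units while *Sohlh2* and *Rec8* rose by 1.16 and 2.50. Both sets lost their difference on the log2(TPM + 1) scale. The macrophage set rests on 9 weakly expressed genes, 6 of them called higher and 1, *Hba-a1*, lower by a log2 fold change of -2.12. Its mean was 0.35 on the log2(TPM + 1) scale. No technical or biological explanation was tested for these 3 sets.

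All 17 autosomal spermatid markers were called higher. The shift did not rest on a few of them, since their median was 2.17. After the trend of log2 fold change with GC content among other autosomal genes was removed, the mean was 2.06. With every library thinned to the smallest total it was 2.09, which decides little because fold changes are already scaled for depth. Among the 5 libraries whose totals lie in the range that both genotypes cover, the mean log2 CPM of the markers was at least 2.03 higher in *Arid1a* cKO. The log2 fold changes of 16 of the 17 markers lay between 1.79 and 2.61, with an SD of 0.17, and *Acr* rose by 0.29. A common rise of this kind is what a larger share of spermatid RNA in the *Arid1a* cKO fractions would give, and that is a candidate explanation. Earlier expression of spermatid genes in *Arid1a* cKO spermatocytes is a biological alternative that bulk RNA cannot tell apart from it. The paper reports fewer round spermatids in mutant testes during the first wave of spermatogenesis, whereas these fractions came from adults. For adult mutant testes it describes tubules with round and elongated spermatids, and credits them to spermatocytes that escaped excision. Its methods pooled fractions in which light microscopy found pachytene spermatocytes above a set minimum share. How many cells of each kind each purified fraction held was not analysed here.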

How the results depend on the processing

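Among the alternatives, DESeq2 with recovered length offsets was chosen after seeing the data. Over 883 alternative values for 19 summary results and 51 named genes, 256 summary values and 591 values of named genes kept their direction and their side of the threshold, or stayed within the spread of replicates or 1.5 times the count. The number of genes higher ranged from 5583 to 6612 and the number lower from 5899 to 7216. Sex-linked genes higher ranged from 450 to 568 and sex-linked genes lower from 77 to 109. With library size in place of TMM, 44.9% of called genes were higher, against 49.3%.

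The number of sex-linked genes at least 2 log2 units lower, 7 in the fit reported, depended on weakly expressed genes. It was 4 with DESeq2 (*Gab3*, *Ptchd1*, *Atp2b3* and *Itih5l-ps*) and 4 with an adjusted p of 0.01 (the same genes). It was 1 with filterByExpr (*Atp2b3*), 2 with limma on log2(TPM + 0.1) (*Atp2b3* and *Gpm6b*) and 3 with DESeq2 and length offsets (*Agtr2*, *Atp2b3* and *Kantr*). It was 0 with at least 10 counts in every library and 0 with limma on log2(TPM + 1), where 0 genes passed at an unadjusted p under 0.05 in either. It ranged from 4 to 9 across the 8 fits that each left out one replicate. The number at least 2 log2 units higher was 183 with limma on log2(TPM + 1), against 303. For the changes other than those where the filter removes weak genes, the cause was not tested.

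Same-numbered samples did not deviate together (mean correlation 0.0306, against -0.0104 for different numbers). With the replicate block, the X-linked median stood 1.37 above the autosomal one and the Y-linked median 2.77 above it. The exact paired permutation test has p = 0.125 for each, the smallest that 16 sign flips allow, and camera with the block gave p = 0.0231.

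On the log2(TPM + 1) scale, the mean log2 fold change was 0.018 for spermatogonia markers (exact permutation test, p = 0.629) and 0.061 for leptotene and zygotene markers (p = 0.257). The latter ranged from 0.22 to 0.29 with each library left out, and the lowest, without *Arid1a* cKO replicate 1, had p = 0.0571 by the exact permutation test. The cause was not tested.

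Signs reversed at 3 named genes near 0. *Brdt* (-0.02) was 0.012 with DESeq2, 0.030 on the log2(TPM + 1) scale and -0.059 to 0.017 with each library left out. *Daxx* (0.01) was -0.088 with library size only, -0.22 on the log2(TPM + 1) scale and -0.0082 to 0.040 with each library left out. *Kdm5d* (0.09) was -0.013 with library size only, -0.021 on the log2(TPM + 1) scale and -0.044 to 0.26 with each library left out. Among named genes, 7 other values changed their side of the threshold, with 4 weaker and 3 stronger. With library size only, all genes moved together, with a median shift of -0.098 log2 units, and *Daxx*, *Kdm5d*, *Smarca2*, *Smarcc1* and *Brdt* moved by about as much, so their changes under that setting are those of the scaling. For the other settings the cause was not tested. Depth limits sex-linked genes under about 1 CPM, where a filter of 10 counts in every library removes the genes with the largest falls.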

Differences from the paper's values

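The share of sex-linked genes called was 79.6% of the genes tested, against the paper's 53% of all sex-linked coding genes, a different denominator. The number of sex-linked genes called, 664 against the paper's 593, was within 1.5 times. Of the alternatives set before the data were examined, those under which the share was within 1.5 times the paper's were DESeq2, library size only, no filter beyond 1 count, recovered length offsets, limma on either TPM scale, an adjusted p of 0.01, protein-coding genes only, and leaving out any replicate but *Arid1a* WT replicates 3 and 4. Those under which it was not were TMM factors from autosomal genes, DESeq2 size factors within edgeR, filterByExpr, at least 10 counts in every library, the replicate block, and leaving out *Arid1a* WT replicate 3 or 4. The lowest share, 72.1%, was at an adjusted p of 0.01. DESeq2 with recovered length offsets, chosen after seeing the values, gave 73.0%. Over all 932 sex-linked genes of the count table the share was 71.2%.

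The median log2 fold change of X-linked genes was 1.32, against the paper's about 1.9 in Fig. 2B, read by eye. None of the alternatives set before the data were examined closed the gap, and the nearest, called genes only, gave 1.78. Called genes of DESeq2 with recovered length offsets, a setting chosen after seeing the values, gave 1.96, and the median over the X-linked genes of the authors' deposited table is 1.93.

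For sex-linked genes changed by at least 2 log2 units, the paper's text counts 297 higher genes of 306, and the authors' deposited table lists 297 of 299. With DESeq2 in place of edgeR, 297 sex-linked genes were at least 2 log2 units higher, the paper's number, and whether they are the same genes was not compared. DESeq2 with recovered length offsets, chosen after seeing the values, gave 310.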

Other observations

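Apart from the marker-set test of cell mix and the count of other splits of the samples for all called genes, the tests were chosen only after the result they bear on had been seen.

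The higher expression of X-linked genes in *Arid1a* cKO was set against technical explanations. The median of X-linked genes stood 1.33 log2 units above that of autosomal genes after the trend with GC content was removed, and 1.31 after the trend with transcript length was removed, where 96.0% of X-linked and 98.1% of autosomal genes had a value. It was 1.02 over the 621 X-linked genes that share no more than 50% of their 31-base words with other genes. It was 1.40 with every library thinned to the smallest total, which decides little because fold changes are already scaled for depth. Among the 5 libraries whose totals lie in the range that both genotypes cover, the share of counts from the X was at least 0.896 percentage points higher in *Arid1a* cKO. Without the 10 X-linked genes with the most counts, the share of counts from the X still differed by 0.678 percentage points. A mislabelled library was also weighed, and 4 of 4 *Arid1a* cKO libraries had less *Arid1a* RNA than any *Arid1a* WT library.

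A different mix of cell types in the purified fractions remained. The autosomal spermatid markers rose by 2.08 log2 units, more than the median of X-linked genes, 1.32, and less than that of Y-linked genes, 2.7. Autosomal markers of Sertoli cells fell by 1.52 log2 units, with 12 of 12 called lower, and markers of late pachytene and diplotene spermatocytes had a mean log2 fold change of -1.26 (exact permutation test, p = 0.0286 for each set). The latter mean rests on a few genes. The median of the 12 was -0.52, with 9 called lower and 1 higher. The values ran from -4.37 for *Pou5f2*, -3.88 for *Piwil1* and -3.12 for *Tdrd5* to 0.04 for *Spata16* and 0.15 for *Ccna1*. In juvenile testes the paper reports more *Arid1a* cKO spermatocytes at mid-pachynema, and fewer at diplonema, than in *Arid1a* WT. The mix of meiotic stages in these fractions was not analysed here and is part of the cell mix left open. Leydig and peritubular markers moved both ways, from -3.65 for *Insl3* to 2.16 for *Dcn*. Within a genotype the libraries did not decide whether the X-linked share follows the spermatid markers. *Arid1a* WT replicates 3 and 4 had spermatid marker means of 6.50 and 6.50 log2 CPM and the highest and lowest shares of X-linked counts, 0.500% and 0.429%. Over *Arid1a* WT replicates 2, 1 and 3 both rose, from 6.37 to 6.50 log2 CPM and from 0.437% to 0.500%. *Arid1a* cKO replicate 1 was highest in both (8.57 log2 CPM and 1.419%). *Arid1a* cKO replicate 4 had the lowest marker mean, 8.52, with a share of 1.417%. These marker means spanned too narrow a range to show a relation either way. With 4 libraries per genotype no correlation was tested.

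Gene lists written after the data had been seen were compared next. The median of 12 X-linked spermatid genes was 2.58 and exceeded that of the autosomal spermatid markers by 0.41 (permutation of gene labels, p = 0.00147 over 100000 resamples, with genes not being independent replicates). The rise that added spermatid RNA gives depends on each gene's level in *Arid1a* WT, so this difference does not separate spermatid RNA from a loss of silencing. The median of 30 X-linked genes used by most cell types was 0.90, with 23 called higher and 2 lower, and exceeded that of 30 autosomal counterparts by 1.14 (exact permutation test, p = 0.0286). Autosomal markers of spermatids reached at most 2.61, while the median of Y-linked genes and the highest of the 12 X-linked spermatid genes, 3.30, lay above that. Autosomal genes outside the marker set also passed 2.61, such as *Pcdha11* (4.43) and *Gm5795* (4.00), so passing it is not confined to the sex chromosomes. These are among the largest autosomal rises. At the lower cut of 2 log2 units, rises were called at 303 of 834 sex-linked and 1253 of 16799 autosomal genes. The Y-linked median and the highest X-linked value would go against spermatid RNA as the only source only if the markers are silent in spermatocytes. That was not tested. How much of the shift of the sex chromosomes a difference in cell mix accounts for was not settled, and the shift cannot be told apart from such a difference with these libraries. From these libraries alone, both readings are hypotheses. The paper also stained single pachytene nuclei, and reports more elongating RNA polymerase on the sex chromosomes in *Arid1a* cKO, with escapers not distinguished. In nuclei without ARID1A at mid and late pachynema, it reports that canonical histones stayed on the sex chromosomes more often. Such staining bears on spermatocytes themselves, but does not measure how much of the RNA shift comes from cell mix.

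Among autosomal genes with an average log2 CPM of at least 1, 1467 had a log2 fold change from 1.5 to 3 and 896 had one from -3 to -1.5. Whether the former are a group of their own was not tested.

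The real grouping was compared with other splits of the 8 libraries. Of the 8 splits that part all 4 same-numbered pairs, 1, the real one, gave as many called genes, 1 gave as many called sex-linked genes, and 1 gave a camera p as small. With 8 splits the share cannot fall under 0.125. Of all 35 splits, 1, the real one, gave as many called genes, as many called sex-linked genes and a camera p as small. The other 7 called 0 genes at the adjusted threshold and up to 691 at an unadjusted p under 0.05, against 13322 in the real split, and their smallest camera p was 0.221. The 27 splits that part fewer pairs also called 0 genes.

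The share of TPM assigned to transcripts outside the gene table was 20.4% ± 1.51 (SD, n = 4) in *Arid1a* WT and 11.6% ± 0.25 (SD, n = 4) in *Arid1a* cKO libraries (exact permutation test, p = 0.0286). Among the 5 libraries whose totals lie in the range that both genotypes cover, the genotypes were at least 7.69 percentage points apart, so library size did not account for it. Which transcripts these are was not analysed here, and no biological explanation was tested.

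Transcripts of other genes that the paper names were also compared between *Arid1a* cKO and *Arid1a* WT. These are RNA levels in fractions whose cell mix may differ, and they do not measure protein on the sex chromosomes. By immunofluorescence the paper reports no loss of γH2Ax, ATR or MDC1 there without ARID1A, and fewer DMC1 foci. The log2 fold change was 1.98 for *Dmc1*, 1.73 for *Prdm9* and -2.68 for *Spo11*. Among genes of the DNA damage response it was -1.80 for *Atr*, -0.98 for *Mdc1*, -0.64 for *Topbp1* and -0.65 for *H2ax*. For histone H3.3 it was 0.65 for *H3f3a* and -0.43 for *H3f3b*, the latter -0.03 and not past the threshold on the log2(TPM + 1) scale, and for its chaperones it was -0.38 for *Hira*, which shares 43.1% of its 31-base words with other genes, and 0.01 for *Daxx*. Among SWI/SNF subunits it was -1.33 for *Smarca4*, -0.77 for *Arid2*, -0.42 for *Pbrm1*, 0.66 for *Arid1b*, 0.19 for *Smarcc1* and -0.04 for *Smarca2*. With library size only and on the log2(TPM + 1) scale, *Smarcc1* was at 0.09 and no longer past the threshold, and *Smarca2*, at -0.14 and -0.13, was past it. Axis proteins *Sycp3* and *Hormad1* had values of -0.65 and -1.20. The rise of *Ncl*, the loading control of the ARID1A western blot, was 0.52. Except for *Daxx* and *Smarca2*, each of these was past an adjusted p of 0.05 in edgeR's quasi-likelihood test in all 8 fits that left out a library.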
